# Profiling of H3K4me3 and H3K27me3 and Their Roles in Gene Subfunctionalization in Allotetraploid Cotton

**DOI:** 10.3389/fpls.2021.761059

**Published:** 2021-12-15

**Authors:** Aicen Zhang, Yangyang Wei, Yining Shi, Xiaojuan Deng, Jingjing Gao, Yilong Feng, Dongyang Zheng, Xuejiao Cheng, Zhaoguo Li, Tao Wang, Kunbo Wang, Fang Liu, Renhai Peng, Wenli Zhang

**Keywords:** H3K4me3, H3K27me3, ChIP-seq, gene expression, subfunctionalization, regulatory network, cotton

## Abstract

Cotton is an excellent model for studying crop polyploidization and domestication. Chromatin profiling helps to reveal how histone modifications are involved in controlling differential gene expression between A and D subgenomes in allotetraploid cotton. However, the detailed profiling and functional characterization of broad H3K4me3 and H3K27me3 are still understudied in cotton. In this study, we conducted H3K4me3- and H3K27me3-related ChIP-seq followed by comprehensively characterizing their roles in regulating gene transcription in cotton. We found that H3K4me3 and H3K27me3 exhibited active and repressive roles in regulating the expression of genes between A and D subgenomes, respectively. More importantly, H3K4me3 exhibited enrichment level-, position-, and distance-related impacts on expression levels of related genes. Distinct GO term enrichment occurred between A/D-specific and homeologous genes with broad H3K4me3 enrichment in promoters and gene bodies, suggesting that broad H3K4me3-marked genes might have some unique biological functions between A and D subgenome. An anticorrelation between H3K27me3 enrichment and expression levels of homeologous genes was more pronounced in the A subgenome relative to the D subgenome, reflecting distinct enrichment of H3K27me3 in homeologous genes between A and D subgenome. In addition, H3K4me3 and H3K27me3 marks can indirectly influence gene expression through regulatory networks with TF mediation. Thus, our study provides detailed insights into functions of H3K4me3 and H3K27me3 in regulating differential gene expression and subfunctionalization of homeologous genes, therefore serving as a driving force for polyploidization and domestication in cotton.

## Introduction

The core nucleosome is the basic unit of chromatin. It comprises a core histone octamer, consisting of two copies of each histone H3, H4, H2A, and H2B, wrapped by approximately 147 bp of double-helix DNA (Kornberg, 1974). The exposed N-terminal tails of core histones, especially for histone H3, are subjected to various covalent modifications like methylation and acetylation with distinct biological consequences (Fuchs et al., 2006; Kouzarides, 2007; Bannister and Kouzarides, 2011). In plants, individual histone modifications, especially combinatorial actions of multiple modifications, play essential roles during entire processes of normal growth and development (Berr et al., 2011; Deal and Henikoff, 2011; Boycheva et al., 2014; Han et al., 2019) and in response to diverse environmental cues (Kim J. M. et al., 2015; Ramirez-Prado et al., 2018; Alonso et al., 2019; Ueda and Seki, 2020). In particular, aberrant histone modifications frequently cause severe developmental defects in plants (Tian and Chen, 2001; Sanders et al., 2017; Deevy and Bracken, 2019), indicating histone modifications are indispensable for normal plant growth and development.

Histone methylation exhibits lysine site- and methylation degree-dependent effects on chromatin structure and gene transcription. Selective lysine residues can be mono-, di-, and trimethylated with distinct biological outcomes (Sims et al., 2003; Tariq and Paszkowski, 2004; Zhang et al., 2009; Liu et al., 2010; Stillman, 2018). H3K4me3 is a major active histone mark in eukaryotes (Santos-Rosa et al., 2002; Zhang et al., 2015a). By contrast, H3K27me3 is a repressive mark with significant biological relevance in eukaryotes, including plants (Zheng and Chen, 2011; Wiles and Selker, 2017).

So far, H3K4me3 and H3K27me3 are well-studied marks in plants (Deal and Henikoff, 2011). They play crucial roles in regulating gene expression during normal growth and development and responses to environmental cues in plants (Probst and Mittelsten Scheid, 2015; Chen D. H. et al., 2018). In general, H3K4me3 primarily distributes around the TSS or gene bodies of expressed genes, which is directly related to gene activation (Wang et al., 2009; Zhang et al., 2009; He et al., 2010). In contrast, H3K27me3 is primarily enriched in the promoters and gene bodies of repressed genes responsible for silencing conditionally expressed genes (Zhang et al., 2007; Wang et al., 2009; Deal and Henikoff, 2010; He et al., 2010). Moreover, the H3K27me3 mark has been recently found to be more associated with homeologs less expressed in polyploidy wheat (Ramirez-Gonzalez et al., 2018), indicating involvement of this mark in the expression bias of homeologs in the polyploidy genome.

Cotton (*Gossypium* spp.) is one of the major suppliers of natural textile fibers and oilseeds around the world. Allotetraploid cotton is an excellent model system for studying crop polyploidization and domestication. The availability of high-quality genome sequences for cultivated allotetraploid species and their wild relatives (Wang et al., 2012, 2019; Li F. et al., 2015; Zhang et al., 2015b; Chen et al., 2020) has promoted evolutionary and functional genomics studies (Zaidi et al., 2018), therefore, deepening our understanding of cotton biology and benefiting yield and fiber improvement in cotton breeding. However, when compared with tremendous progress in other model plants, like *Arabidopsis*, rice, and maize, histone modification-related epigenomic studies are largely understudied in cotton (Wang et al., 2016, 2017; Zheng et al., 2016; You et al., 2017; Tao et al., 2020), especially H3K27me3, a repressive mark for regulating genes involved in development and stress responses.

Here, we conducted H3K4me3 and H3K27me3 ChIP-seq assays using leaf tissue from the allotetraploid cotton cultivar *Gossypium hirsutum* (TM-1). We examined subgenomic distribution of both marks. In particular, we comprehensively investigated the roles of H3K4me3 and H3K27me3 marks in regulating the differential expression of genes and homeologous genes between the A and D subgenomes.

## Materials and Methods

### Plant Material and Growth Conditions

The allotetraploid cotton cultivar *G. hirsutum* was used in this study. Cotton seeds were soaked in water for 24 h, then transferred to soil in pots and continued to grow in a greenhouse with 60% humidity at 28°C/25°C and 16/8-h light/dark cycle. Two and three true leaves collected from 20-day-old plants were ground into a fine powder using liquid nitrogen. The ground powder can be used immediately or kept at −80°C for later use.

### RNA-Seq

Total RNA was extracted from ground powder using TRIzol (Thermo Fisher Scientific). Total RNA was treated with DNaseI to completely remove contamination of genomic DNA. mRNA was enriched from DNaseI-treated RNA for library preparation and sequenced on Illumina HiSeq4000.

### ChIP-Seq Assay

Twenty-day-old cotton leaves were used for nuclei preparation. The nuclei were extracted using a nuclei isolation buffer (NIB, pH 5.0, 1.0 M glucose, 0.1 M citric acid, 80 mM KCl, 10 mM EDTA, 1% Triton X-100 prepared fresh just before use). The nuclei were purified using 1 × nuclei washing buffer (NWB, pH 5.0, 1 M glucose, 0.1 M Na-citrate, 1%Triton X-100 prepared fresh just before use). The purified nuclei were resuspended using 600 μl MNB buffer (50%, w/v sucrose, 50 mM Tris–HCl, pH 7.5, 4 mM MgCl_2_, 1 mM CaCl_2_) for MNase digestion at 37°C for 10 min. A digestion mix was pelleted at 13,000 rpm for 10 min at 4°C and the supernatant was transferred into a new 1.5 ml tube. The digested nuclei pellet was resuspended using lysis buffer (1 mM Tris–HCl, pH 7.5, 0.1 mM PMSF, 2%, v/v Complete Mini) and left on ice for 1 h. After centrifugation, the supernatant was transferred into the 1.5 ml tube containing digested chromatin. ChIP incubation buffer was added to the digested chromatin to make a total of 1.7 ml. The remaining steps were conducted following the published procedures (Zhang et al., 2012), namely, antibody incubation followed by adding protein A-sepharose beads, bead washing, elution, and purification of ChIPed DNA for library preparation. The prepared libraries were finally sequenced on the Illumina platform (Illumina HiSeq4000).

### Processing of Sequencing Data

Raw reads of all sequencing data were trimmed using fastp (Chen S. et al., 2018) based on the quality value (*Q* ≥ 25) and read length (≥20 bp). The trimmed reads from RNA-seq and ChIP-seq were mapped to the *G. hirsutum* reference genome (Zhang et al., 2015b) with Hisat2 (Kim D. et al., 2015) and Bowtie2 aligner (Langmead and Salzberg, 2012), respectively. The remaining RNA-seq data of different tissues were obtained from the previously published data (Zhang et al., 2015b), and processed according to the procedures described above. For ChIP-seq data, any PCR duplicates were removed using Picard. Aligned reads with mapping quality (MapQ) less than 30 were removed using samtools (Li et al., 2009). The bam files were converted to bigwig file and normalized by RPKM (Reads Per Kilobase per Million mapped reads) using deeptools (Ramirez et al., 2016), then Integrative Genomics Viewer (IGV) (Thorvaldsdottir et al., 2013) was used to visualize read distribution across the genome.

### Identification of Differentially Expressed Homeologous Genes

Fragments Per Kilobase of exon model per Million mapped fragments (FPKM) computed from StringTie (Pertea et al., 2015) was used to measure the expression level of each gene. Gene annotations were obtained from CottonGen (Yu et al., 2014). Only genes with FPKM ≥ 1 were considered as expressed ones. Homeologous gene pairs with FPKM ≥ 1 in at least one of the subgenomes were used for further analyses. The homeologous gene pairs (Supplementary Table 1) were identified using reciprocal BLAST hits between A and D homeologs as previously reported (Zhang et al., 2015b). Differentially expressed homeologous genes were analyzed using the limma R package. The *P* values were adjusted using the BH method at α = 0.05 (Benjamini and Hochberg, 1995). Corrected *P* values of 0.05 and log_2_ (fold-change) values of 1 were set as the threshold for assessing differential expression levels.

### ChIP-Seq Data Analyses

In this study, we only used rep I data of H3K4me3 and H3K27me3 for peak calling and subsequent analyses, and we used rep II data to validate the reproducibility of peaks for each mark. H3K27me3 peaks were called with “–broad” parameter on (-f BAM -g 2.3e+9 –nomodel -q 0.01 –broad –broad-cutoff 0.1) and H3K4me3 peaks were called with off (-f BAM -g 2.3e+9 –nomodel -q 0.01) using the MACS2 software (Zhang et al., 2008). The ChIPpeakAnno package (Zhu et al., 2010) was used for peak annotation. Bedtools (Quinlan and Hall, 2010) were used to correlate peaks with genome loci, genes (including 1,000 bp region upstream of the TSS and 1,000 bp region downstream of the TTS) overlapping H3K4me3 or H3K27me3 peaks were considered as peak-related genes. A custom script was used to calculate normalized read counts of related genes.

### Regulatory Network Analyses

The biased genes between the A and D subgenomes were chosen to construct gene co-expression networks using the R package WGCNA (Langfelder and Horvath, 2008). The blockwiseModules function was used for network construction with the following parameters: power = 16, minModuleSize = 30, mergeCutHeight = 0.25, corType = “pearson.” The same expression matrix used for WGCNA analyses was used for regulatory network analyses with the R package GENIE3 (Huynh-Thu et al., 2010). All TF annotations were obtained from PlnTFDB version 3.0 (Jin et al., 2014) and CottonFGD^1^.

### Gene Ontology Enrichment Analyses

Gene Ontology enrichment analyses were conducted using agriGO v2.0 (Tian et al., 2017). GO terms with an FDR less than 0.05 were considered as being significantly enriched.

### Bimolecular Fluorescent Complimentary (BiFC) Assay

To verify protein–protein interactions among PRE6, Rf2b, and bHLH63 as shown in Figure 4B, we performed transient transformation related Bimolecular Fluorescent Complimentary (BiFC) assays using *Nicotiana benthamiana*. To generate vectors of pXY104 with the expression cassette of 35S: *PRE6-cYFP*, R*f2b-cYFP* and *bHLH63-cYFP*, we fused the coding sequences of PRE6, Rf2b, and bHLH63 to the C-terminal half of YFP. Meanwhile, we tagged each gene with the N-terminal half of YFP to generate vectors of pXY104 with the expression cassette of 35S:*PRE6-nYFP*, *Rf2b-nYFP* and *bHLH63-nYFP* (Supplementary Table 2). All plasmids were individually transferred into *Agrobacterium tumefactions* (GV3101), and cultured in LB medium at 28°C until OD600 reached 1.2–1.5. After collecting the strains by centrifugation at 5,000 rpm at 4°C, the strains were individually suspended in injection buffer (10 mM MES-KOH, 10 mM MgCl_2_, 40 μM AS, pH = 5.7). After incubation at room temperature for 2 h, the bacteria containing cYFP/nYFP, Rf2b-cYFP/Rf2b-nYFP, Rf2b-cYFP/PRE6-nYFP, Rf2b-cYFP/bHLH63-nYFP, PRE6-cYFP/PRE6-nYFP, PRE6-cYFP/bHLH63-nYFP, and bHLH63-cYFP/bHLH63-nYFP were combined in 1:1 ratio, and were then individually co-injected into young and healthy *N. benthamiana* leaves for transient expression. The fluorescent signal was monitored and recorded using the Leica DMi8 confocal laser scanning microscope at 72 h post-infiltration, at least three images per injection. The functional validation for each combination was repeated by at least three separate injections.

**FIGURE 1:**
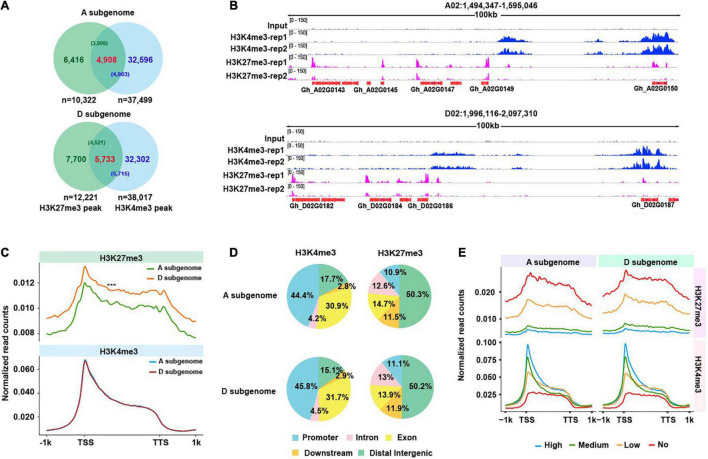
Distribution of H3K4me3 and H3K27me3 marks. **(A)** Venn plots illustrating overlaps of H3K4me3 and H3K27me3 peaks, and H3K4me3/H3K27me3 bivalents identified from A and D subgenome, respectively. The number in each bracket represents the number of H3K4me3 (or H3K27me3) peaks that overlap with H3K27me3 (or H3K4me3). **(B)** Representative IGV snapshots across a 100 kb window from chromosome A02 and chromosome D02 show the enrichment of H3K4me3 and H3K27me3 peaks in the A and D subgenomes. **(C)** Curve plots show the profile of normalized H3K4me3 and H3K27me3 read counts from 1 kb upstream of the TSSs to 1 kb downstream of the TTSs across all genes from two subgenomes. A significance test was determined using the Wilcoxon rank-sum test, ***p < 0.001. **(D)** Distribution of H3K4me3 and H3K27me3 in different functional sub-genomic annotations, namely, promoters (upstream 2 kb), exons, introns, downstream (2 kb) and distal intergenic regions. **(E)** Curve plots show the profile of normalized H3K4me3 and H3K27me3 read counts from 1 kb upstream of the TSS to 1 kb downstream of the TTS of all genes from the A and D subgenomes. All genes were divided into four subtypes according to their FPKM values (high, medium, low, and no expression).

**FIGURE 2:**
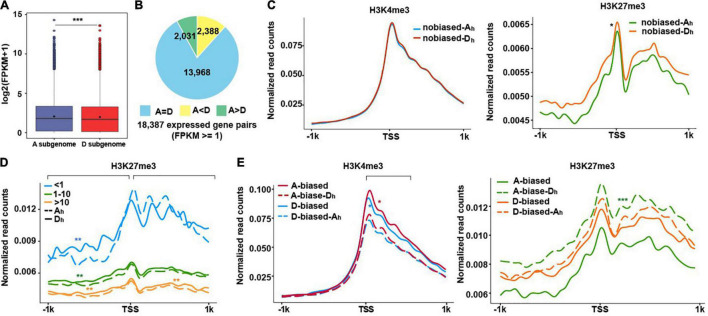
Subgenomic variations in relationships between H3K4me3/H3K27me3 and gene expression levels. **(A)** The boxplot show the average gene expression levels from A and D subgenome. A significance test was determined using the Wilcoxon rank-sum test, ***p < 0.001. **(B)** Pie charts show the number of homeologs with equal (A = D), A homeolog-biased (A > D), and D homeolog-biased (A < D) expression. **(C–E)** The profiles of normalized H3K4me3 and H3K27me3 read counts from ± 1 kb around TSS of the homeologous genes from two subgenomes. H3K4me3 (left) and H3K27me3 (right) normalized read counts for no biased gene pairs **(C)**. H3K27me3 normalized read counts for no biased genes that were divided into three groups (FPKM < 1, 1–10, and ≥10) **(D)**. H3K4me3 (left) and H3K27me3 (right) normalized read counts for biased gene pairs **(E)**. The significance test was determined using the Wilcoxon rank-sum test, *p < 0.05, **p < 0.01, ***p < 0.001.

**FIGURE 3:**
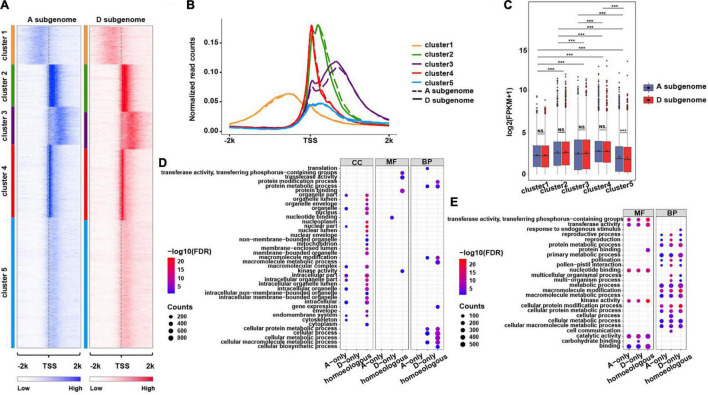
Distribution of H3K4me3 mark around TSSs of the genes in two subgenomes. **(A)** Heatmaps showing five *k*-means clusters for H3K4me3 distributed around ± 2 kb of TSSs of the overlapping genes in A and D subgenome. The color represents H3K4me3 enrichment levels. **(B)** The profiles of normalized H3K4me3 read counts around ± 2 kb of TSSs of the genes from each cluster characterized in **(A)**. **(C)** The boxplots show expression levels of the genes from each cluster in two subgenomes. A significance test was determined using the Wilcoxon rank-sum test, ***p < 0.001. **(D,E)** Functional GO term enrichment analyses of the genes from Cluster1 **(D)** and Cluster3 **(E)**, the related genes were divided into three types, A subgenome-only, homeologous (homeologous gene pairs in the same cluster in A and D subgenome) and D subgenome-only, the size of each dot represents the number of genes, and the color key indicates – log10 (FDR).

**FIGURE 4:**
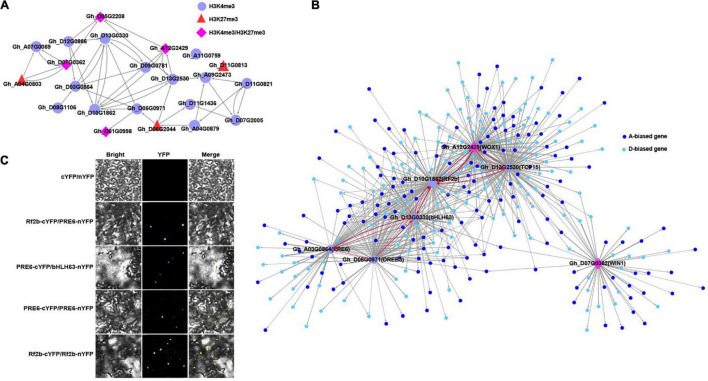
Regulatory network in cotton leaf tissue. **(A)** Overview of predicted regulatory network containing 22 hub TFs with different marks in the blue module. The TFs with H3K4me3, H3K27me3, and H3K4me3/H3K27me3 marks were indicated using different shapes and colors; the arrow represents the direction of regulation. **(B)** The directional regulatory network show the top 7 TFs with the most edges in **(A)** and their predicted regulated genes (small nodes with different colors), the arrow represents the direction of regulation, the red line indicates interactions between TFs, thickness of the line represents the weight value. **(C)** BiFC analyses of protein–protein interactions of PRE6, Rf2b and bHLH63. Bright, YFP, and Merge (bright-field and yellow fluorescent), Rf2b-cYFP/PRE6-nYFP: the C-terminal half of YFP was fused to the C-terminal of PRE6, Rf2b and bHLH63 to generate PRE6-cYFP, Rf2b-cYFP, and Bhlh63-cYFP, whereas the N-terminal half of YFP was fused to the N-terminal of PRE6, Rf2b, and bHLH63 to generate PRE6-nYFP, Rf2b-cYFP, and bHLH63-cYFP; *Agrobacterium* combination of Rf2b-cYFP/PRE6-nYFP, PRE6-cYFP/bHLH63-nYFP, PRE6-cYFP/PRE6-nYFP, and Rf2b-cYFP/Rf2b-nYFP were individually co-injected into *N. benthamiana* leaves for transient expression. The fluorescent signal was monitored and recorded by confocal microscopy at 72 h post-infiltration. Bar: 25 μm.

## Results

### Global Distribution of H3K4me3 and H3K27me3 in Cotton

To examine global distributions of H3K4me3 and H3K27me3 in the allotetraploid cotton, we conducted each mark-related ChIP-seq (Supplementary Table 3). We found that biological replicates of each mark were well correlated (Supplementary Figure 1). After data processing and peak calling, we identified total 75,516 H3K4me3 peaks (37,499 peaks in A subgenome and 38,017 peaks in D subgenome), 22,543 H3K27me3 peaks (10,322 peaks in A subgenome and 12,221 peaks in D subgenome) and 10,641 loci with at least 1bp overlap between H3K4me3 and H3K27me3 peaks (4,908 loci in A subgenome and 5,733 loci in D subgenome) (Figures 1A,B). The representative IGV snapshots (Figure 1B) show reproducible distribution of each mark in the A and D subgenomes. We then plotted normalized H3K4me3 and H3K27me3 ChIP-seq read counts across ± 1kb of the TSS and the TTS of all genes in the A and D subgenomes. We observed a distinct genic distribution of each mark, H3K4me3 was highly enriched immediately downstream of the TSS and extended to the whole gene body, by contrast, H3K27me3 primarily covered the whole gene body (Figure 1C). Strikingly, we found that distributions of normalized read counts for H3K4me3 were similar between A and D subgenome, whereas distributions of normalized read counts for H3K27me3 were higher in D subgenome relative to A subgenome.

To visualize the distribution of each mark in the A and D subgenomes, we partitioned each subgenome into five functionally annotated subregions, namely, promoters, exons, introns, downstream of TTS, and distal intergenic regions. We observed subtle differences in H3K4me3 but similar distributions for H3K27me3 between A and the D subgenomes (Figure 1D). Compared to the D subgenome, A subgenome had approximately 2% more H3K4me3 distributed in distal intergenic regions, and 1.4% less H3K4me3 distributed in promoters. Moreover, a distinct subgenomic distribution was observed for each mark, H3K4me3 exhibited the highest distribution in promoters, while H3K27me3 had the highest distribution in distal intergenic regions, suggesting a potential mark-dependent functional divergence. 

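Gene expression was measured by RNA-seq in leaves of 20-day-old plants of TM-1, a cultivar of the allotetraploid cotton G. hirsutum, whose nucleus carries an A and a D subgenome. There were 3 replicate libraries of this single condition. The authors trimmed the reads with fastp, mapped them with Hisat2 to the TM-1 reference genome and computed FPKM per gene with StringTie, and the deposited values are these FPKM, one per gene and library. Supplementary Table S3 of the paper lists 72336886, 69698414 and 73945114 clean reads for replicates 1, 2 and 3, of which 56304020, 53882563 and 55724386 were uniquely mapped. Depth also left a trace in the FPKM values. Among genes with FPKM below 0.05 in both libraries, the commonest ratio of replicate 1 to replicate 2 was 0.96 (74 of 344 genes), for replicate 1 to replicate 3 it was 0.99 (63 of 354 genes), and for replicate 2 to replicate 3 it was 1.04 (74 of 345 genes). A read is worth less FPKM in a deeper library, so these compare with the inverse ratios of uniquely mapped reads in the paper's table, which are 0.96, 0.99 and 1.03. All mapped reads, 69330326, 66666709 and 69972875 by the same table, come less close for replicates 1 and 3 and equally close for the other pairs. Each library held values for 70478 genes, of which 32032 carry an A-subgenome identifier, 34402 a D-subgenome identifier and 4044 the identifier of a scaffold without a subgenome letter. The last group was left out of all comparisons between subgenomes. Spearman's correlation across genes was between 0.981 and 0.987 for the library pairs, genes not being independent replicates. The 10 most highly expressed genes held 8.00% and 8.03% of the FPKM sum in replicates 1 and 2 and 9.35% in replicate 3. By the mean FPKM of the libraries, 12354 A-subgenome genes (38.6%) were below FPKM 1, 12166 (38.0%) were between 1 and 10 and 7512 (23.5%) were at 10 or more. In the D subgenome, the corresponding numbers were 14021 (40.8%), 12646 (36.8%) and 7735 (22.5%). These bounds were used because the paper's text does not name the bounds of its expression subtypes. The ChIP-seq libraries were not analysed here.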

To assess an association between H3K4me3 or H3K27me3 enrichment levels and gene expression levels in the A and D subgenome, we classified all genes in the A and D subgenome into four subtypes (high, medium, low, and no expression) according to FPKM values. We then plotted normalized H3K4me3 or H3K27me3 read counts around ± 1kb of the TSS and the TTS of genes. We found that H3K4me3 enrichment levels, indicative of normalized read counts, exhibited a positive correlation with gene expression levels, whereas H3K27me3 enrichment levels were anti-correlated with gene expression levels in A and D subgenome (Figure 1E). Consistent with previous reports in other plant species, H3K4me3 and H3K27me3 also have contrasting roles in regulating gene expression in cotton, the former can facilitate gene expression whereas the latter usually suppresses gene expression.

### Distinct Roles of H3K4me3 and H3K27me3 in Regulating Expression of Homeologous Genes

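Mean expression over all genes, as log2(FPKM + 1), was 2.06 ± 0.04 (SD, n = 3 libraries) in the A subgenome and 1.99 ± 0.03 (SD, n = 3) in the D subgenome. The libraries shifted both subgenomes together, so that the gap of A over D was far steadier than either mean, at 0.0713 ± 0.0024 (SD, n = 3), and it was above 0 in 3 of 3 libraries. From the mean FPKM of the libraries the gap was 0.0712 (two-sided permutation test of the rank sum over 32032 and 34402 genes, p = 1e-05, the smallest that 100000 permutations can give). Genes with FPKM of 1 or more, which the paper counts as expressed, made up 61.1% ± 0.9 (SD, n = 3) of the A subgenome and 59.0% ± 0.9 (SD, n = 3) of the D subgenome, a difference between 1.98 and 2.22 percentage points in each library. Over the mean FPKM this difference was 2.19 percentage points (permutation test, p = 1e-05, again the smallest possible). The choice that moved the gap most was the set of genes. Among the 19678 A-subgenome and 20381 D-subgenome genes with mean FPKM of 1 or more, the means were 3.231 and 3.227, a gap of 0.0043 (permutation test, p = 0.862). Among the 2580 homeologous pairs used of chromosome A01 and part of A02, 580 of them from a list of expressed pairs, the gap was -0.038, with D higher in 3 of 3 libraries. A permutation test of the rank sum over genes gave p = 0.51. Sign flips of the mean difference within pairs set each A gene against its own homeolog and were chosen after seeing the data. This permutation test gave p = 0.0236. The tests differ in their statistic as well as in the pairing, and the median difference within pairs was 0.0. The A-subgenome mean was the higher one for 10 of 13 chromosome numbers. Genes are not independent replicates, and these p-values describe the separation of genes within the same plants. From the box plots of the same measure in Figure 2A and a Wilcoxon rank-sum test, the paper reasons that expression is biased between the subgenomes.

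**Figure D1:**
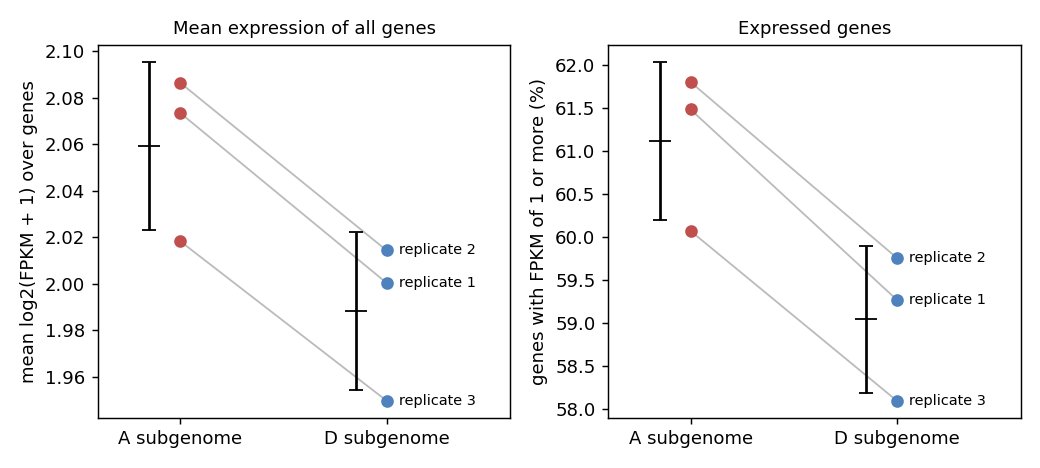
Mean log2(FPKM + 1) over all genes (left) and the percentage of genes with FPKM of 1 or more (right) in the A and the D subgenome; neither axis starts at 0. Each coloured point is a library, grey lines join the values of a library, and the black bars give the mean and SD of the 3 libraries; all 3 lines fall from A to D.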

After comparing expression levels of genes between the A and D subgenomes, we observed that genes in A subgenome generally expressed more than those in D subgenome (Figure 2A), indicating subgenome-biased expression in cotton. To examine how H3K4me3 and H3K27me3 are involved in regulating the differential expression of homeologous genes, we classified 18,387 expressed homeologous gene pairs into three subtypes: non-biased expression, A = D (*n* = 13,968), representing equal expression levels between A and D; A-biased expression, A > D (*n* = 2,031), representing genes expressed more in A homeologs and D-biased expression, D > A (*n* = 2,388), representing genes expressed more in D homeologs (Figure 2B; Supplementary Figure 2; Supplementary Table 4). 

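Of the homeologous pairs, 2580 pairs of chromosome A01 and part of chromosome A02 in Supplementary Tables 1 and 4 were analysed, and the other pairs were not analysed here. Of the A02 pairs, 309 were taken from Supplementary Table 1, which lists pairs whether expressed or not, and 580 from Supplementary Table 4, which lists expressed pairs. Mean FPKM was 1 or more in at least 1 homeolog in 1999 of these pairs. The D values were tested against the A values with limma, without a replicate block, on log2(FPKM + 0.42), with Benjamini-Hochberg adjustment over the 1999 pairs. A pair was called biased at an adjusted p below 0.05 and a log2 fold change of at least 1 in either direction, the thresholds of the paper's methods. The paper's text does not name a pseudocount, and 0.42 was the value closest to the fold changes of Supplementary Table 4, with a root mean square difference of 0.0051 against 0.23 at a pseudocount of 1. By these criteria 215 pairs (10.8%) were A-biased, 265 (13.3%) were D-biased and 1519 (76.0%) were unbiased. For the same pairs the paper's table lists 214, 266 and 1519, and 1995 pairs had the same class, which is no independent check since the pseudocount was fitted to that table, whose FPKM values are those of these libraries. Each library gave both an A and a D value, so the library number pairs them. The deviations of A and D values of one library from their means were correlated across pairs (r = 0.547), and with a replicate block 216 pairs were A-biased and 267 D-biased, 483 in all, among them all 480 pairs called without it. Of the other settings, adjusted p alone, without the fold-change threshold, gave the most biased pairs (539 A-biased, 574 D-biased), and a minimum mean FPKM of 10 the fewest (75 and 112). The A and D values did not overlap between the 3 libraries in 213 of the A-biased and 261 of the D-biased pairs, and in 1247 of all pairs (62.4%). Chance would give 10% if the 6 values of a pair were exchangeable. They are not, because A and D values of one library are correlated, so 10% is not the chance rate of this design. Fold changes are on the log2(FPKM + 0.42) scale, which understates the change of weakly expressed genes. Reads that fit both homeologs could be assigned to either by the mapping, and the FPKM values do not show how many did.
Gene names are not paired with the identifiers in the files. The pair with the largest D bias was Gh_A01G2155 and Gh_D01G2378, with FPKM of 0.567 ± 0.153 (SD, n = 3) and 244 ± 9.63 (SD, n = 3), a log2 fold change of 7.96 (SE 0.13, adjusted p = 7.33e-08 from limma). Next came Gh_A01G0465 and Gh_D01G0474, with FPKM of 0.475 ± 0.368 (SD, n = 3) and 163 ± 31.2 (SD, n = 3) and a log2 fold change of 7.57 (SE 0.28, adjusted p = 9.17e-07 from limma). The largest A bias was in Gh_A01G2133, at FPKM 15.4, 18.0 and 16.9 in replicates 1, 2 and 3, whose listed homeolog on another chromosome number, Gh_D09G0156, was listed at 0 in every library (adjusted p = 7.33e-08 from limma). Gh_A02G0036 stood at 14.1, 15.8 and 16.7 while its homeolog Gh_D02G0049 was also listed at 0 in every library (adjusted p = 7.33e-08 from limma). These 4 pairs kept their class in every setting tried. With a replicate block their adjusted p from limma was larger. It was 7.97e-05 for Gh_A01G0465 and 1.45e-05 for Gh_A01G2155, Gh_A01G2133 and Gh_A02G0036.

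**Figure D2:**
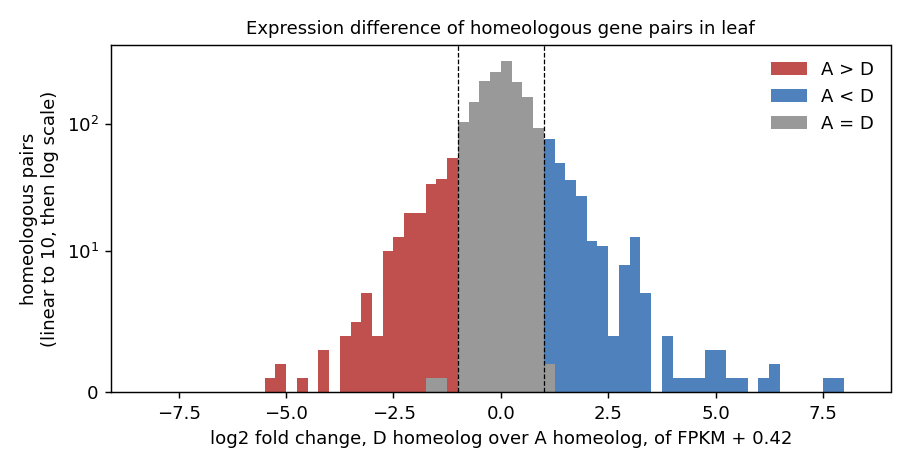
Number of homeologous pairs by log2 fold change of FPKM + 0.42, D homeolog over A homeolog, in bins of 0.25, for the 1999 expressed pairs; the vertical axis is linear to 10 and logarithmic above. Red bars are A-biased, blue bars D-biased and grey bars unbiased pairs, and the dashed lines mark a log2 fold change of 1 in either direction; most pairs lie between the lines, and the longest tail reaches 7.96 on the D side.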

After comparing normalized read counts, we found that there was no difference for H3K4me3 for no biased A_h_ and D_h_ (A_h_ and D_h_ represent A homeologs and D homeologs, respectively), whereas more H3K27me3 occurred in no biased-D_h_ than no biased-A_h_, the counterparts in the A subgenome (Figure 2C).

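The unbiased pairs among the analysed pairs of chromosome A01 and part of A02 were divided by the mean FPKM of each homeolog over the 3 libraries. Of the 1519 A homeologs, 32 (2.11%) were below FPKM 1, 869 (57.2%) were between 1 and 10 and 618 (40.7%) were at 10 or more. Of their D homeologs, 39 (2.57%), 876 (57.7%) and 604 (39.8%) fell into these classes. Few homeologs lay below FPKM 1 because a pair entered only when the mean FPKM of at least 1 homeolog reached 1. In the highest class, mean log2(FPKM + 1) was 4.89 in the A homeologs and 4.92 in the D homeologs, and in the middle class it was 2.35 and 2.38. The classes depended on the settings. The lowest held 588 A homeologs when pairs without an expressed homeolog were included, the middle one held 61 with a minimum mean FPKM of 10, and the highest held 328 when pairs were called by adjusted p alone. Levels of H3K27me3 on these genes were not analysed here.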

To assess if read density changes of H3K27me3 in no biased homeologous genes are possibly related to gene expression levels, we classified no biased homeologous genes into three subtypes: FPKM < 1, 1–10, and > 10 and conducted similar plotting assays as Figure 2C. When compared with genes in the D subgenome, we observed that non-expressed genes (FPKM < 1) in A exhibited less H3K27me3 reads distributed at the upstream of TSSs, but more H3K27me3 reads distributed at the downstream of TSSs. For expressed genes (FPKM ≥ 1), H3K27me3 reads tended to have more in the D subgenome than the A subgenome across all regions examined (Figure 2D).

We conducted similar plotting analyses for A- and D-biased expressed genes. As shown in Figure 2E (left), H3K4me3 exhibited higher enrichment in A-biased and D-biased genes compared to their respective counterpart of homeologous genes (A-biased-D_h_ and D-biased-A_h_), indicating that H3K4me3 enrichment levels are directly correlated with gene expression levels. By contrast, H3K27me3 was less enriched in A-biased and D-biased genes compared to the corresponding A-biased-D_h_ and D-biased-A_h_, respectively (Figure 2E right), exhibiting an anticorrelation between H3K27me3 enrichment levels and gene expression levels. After a careful examination, we found that the difference in H3K27me3 between A-biased and A-biased-D_h_ was more pronounced than that between D-biased and D-biased-A_h_. These results showed that an anti-correlation between H3K27me3 enrichment levels and expression levels of homeologous genes was more pronounced in the A subgenome relative to the D subgenome, reflecting distinct enrichment of H3K27me3 in homeologous genes between A and D subgenome. Similarly, the roles of H3K27me3 in regulating biased expression of homeologs have been investigated in polyploidy wheat (Ramirez-Gonzalez et al., 2018), indicating potential common roles of H3K27me3 in regulating differential expression of homeologs in polyploidy plants.

### Biological Implications of Genes With Broad H3K4me3

It has been reported that genes with broad H3K4me3 enrichment have some particular biological implications, such as determination of cell identity, regulation of expression of cell-type-specific tumor suppressors, regulation of expression of genes responsible for gamete development, and pre-implantation in mammalians (Benayoun et al., 2014; Chen et al., 2015; Dahl et al., 2016; Liu et al., 2016; Lv and Chen, 2016; Zhang et al., 2016) and potential roles in photosynthesis in *Arabidopsis* (Brusslan et al., 2015). To interrogate if genes marked with broad H3K4me3 enrichment have any distinct biological implications in cotton, we conducted *k*-means clustering assay using H3K4me3 associated genes in the A and D subgenomes. We obtained five clusters of genes with distinct H3K4me3 ChIP-seq read distribution (Figures 3A,B). There were two types of genes (Cluster 1 and 3) with broad H3K4me3 enrichment in promoter and gene body regions, respectively. After comparing gene expression levels and gene length in each cluster, genes in each cluster between the A and D subgenomes had overall similar mean expression levels (Figure 3C) and mean gene length (Supplementary Figure 3A). 

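Leaf expression was examined for the A-subgenome genes of Cluster 1 that Supplementary Table 5 lists on chromosomes A01 to A09, 1928 genes. The D-subgenome genes of Cluster 1 were not analysed here, and the other clusters were not analysed as groups. These 1928 genes had a mean log2(FPKM + 1) of 2.32 ± 0.07 (SD, n = 3 libraries) and a median FPKM of 3.86, with quartiles of 0.95 and 9.91, and 74.0% ± 1.69 (SD, n = 3) of them had FPKM of 1 or more. The other 19353 genes of the same chromosomes had a mean of 2.05 ± 0.03 (SD, n = 3) and a median FPKM of 2.38, with quartiles of 0.12 and 9.27, and 60.0% ± 0.86 (SD, n = 3) of them had FPKM of 1 or more. These were all genes not listed in Cluster 1, whether in another cluster or in none. The comparison therefore cannot tell Cluster 1 from the other clusters, nor broad H3K4me3 from H3K4me3 as such. Over the mean FPKM of the libraries, Cluster 1 genes were higher by 0.277 on the log2(FPKM + 1) scale (two-sided permutation test of the rank sum, p = 1e-05, the smallest that 100000 permutations can give). The direction changed when only genes with mean FPKM of 1 or more were compared, to -0.242 (permutation test over 1432 and 11665 genes, p = 0.0002). For the Cluster 1 genes of A01 and part of A02, the chromosomes whose pairs were used, 224 had a listed D homeolog. Some of the A02 pairs come from a list of expressed pairs, and homeologs of genes on A03 to A09 were not analysed here. Their mean was 2.81 ± 0.07 (SD, n = 3) and that of the D homeologs 2.83 ± 0.07 (SD, n = 3), and over the mean FPKM the difference was 0.016 (sign-flip permutation test over 224 pairs, p = 0.746). Within libraries the D homeologs were higher by 0.0167 ± 0.0119 (SD, n = 3), from 0.0051 to 0.0289, while their median FPKM was the lower one, at 5.30 against 6.30 for the Cluster 1 genes. The cluster of each of these D homeologs was not used here. In the paper's table, the median length of the 1928 genes is 2359 bp, with quartiles of 1225 and 3958 bp.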

We found that genes in Cluster 4 had the highest mean expression levels and gene length, whereas genes in Cluster 5 had the highest gene length but the lowest mean expression levels in both subgenomes and genes in Cluster 3 had the shortest gene length (Figure 3C; Supplementary Figure 3A and Supplementary Table 5). These results suggest that the impacts of H3K4me3 on gene expression may depend on its enrichment levels, position, and distance from H3K4me3 to the TSS.

We then conducted GO term enrichment analyses using genes in Clusters 1 and 3 in A and D subgenome. For the genes in Cluster 1, we found that majority of GO terms were common between A and D subgenome despite several distinct GO terms occurred between A and D subgenome. For instance, the genes in D subgenome were more enriched in macromolecular complex/metabolic processes, cellular processes and transducer activities while the genes in A subgenome were more enriched in protein binding (Supplementary Figure 4). We further divided the genes in Cluster 1 into A or D subgenome-specific and homeologous gene pairs (Supplementary Figure 3B) for re-conducting GO term enrichment assays. We observed distinct GO terms occurred between A- and D-specific genes (Figure 3D). A subgenome-only genes were more enriched in cellular component category but less enriched in molecular function and biological process categories compared to D subgenome-only genes. Homeologous gene pairs were more involved in the cellular component category but less in the molecular function category.

As illustrated in Figure 3A (heatmap) and Supplementary Figure 3A (boxplot), the genes in Cluster 3 contain broad H3K4me3 mark covering downstream 2 kb of the TSSs, but have the shortest gene length. To specifically look into biological relevance of genes with broad H3K4me3 enriched in gene body instead of extending to downstream of the genes with length less than 2 kb, we conducted similar GO term analyses using the genes in Cluster 3 with length greater than 2 kb in A and D subgenome (Supplementary Figures 5A,B). We observed subtle differences in GO terms between A and D genome. Compared to the genes in A subgenome, the genes in D subgenome were more enriched in signal transducer activity, carbohydrate binding, cell communication and pollination and pollen-pistil interaction (Supplementary Figure 5C). After dividing the genes specific for A or D subgenome and homeologous gene pairs (Supplementary Figure 5D), we found the genes in D subgenome only were more enriched in functions associated with carbohydrate binding, metabolic processes, pollination, and pollen–pistil interaction as compared to the genes in A subgenome only (Figure 3E). To test if genes with broad H3K4me3 mark exhibit tissue-specific differential expression, we conducted *k*-means clustering analyses using RNA-seq data derived from 12 distinct tissues (the public data), we found that the genes with broad H3K4me3 enrichment exhibited tissue-specific expression profiles, including significantly highly expressed genes in stamen and petal (Supplementary Figures 6A,B), suggesting that broad H3K4me3-marked genes may function in reproductive stage for flower development. These analyses suggest that broad H3K4me3-marked genes might have some unique biological functions between A and D subgenome.

### Involvement of H3K4me3 and H3K27me3 in Regulating Gene Expression Through TF-Mediated Regulatory Network

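Leaf FPKM was examined for the TFs of Supplementary Table 6, which lists TFs by identifier, family and the subgenome they are biased to. FPKM reached 1 in every library for 172 of the 180 A-biased and 197 of the 204 D-biased TFs. Their mean FPKM was 1 or more in each case, which follows from the selection, since a biased TF is the higher homeolog of a pair expressed in these libraries. Median FPKM was 5.69 for the A-biased TFs, with quartiles of 2.55 and 17.0, and 7.01 for the D-biased TFs, with quartiles of 2.85 and 14.2. Mean log2(FPKM + 1) was 3.08 ± 0.04 (SD, n = 3 libraries) and 3.08 ± 0.01 (SD, n = 3). The highest was Gh_A10G0471 of the AP2/ERF-ERF family among the A-biased TFs, at FPKM 162, and Gh_D06G0894 of the Alfin-like family among the D-biased TFs, at FPKM 219.5. Both were chosen after their values were seen. Of the listed TFs, 20 A-biased and 16 D-biased TFs belonged to the analysed homeologous pairs of chromosome A01 and part of A02, and the homeologs of the others were not analysed here. All 20 A-biased TFs and 15 of the 16 D-biased TFs were called in the same direction, with absolute log2 fold changes from 1.02 to 3.45 (median 1.68) for the A-biased TFs and from 1.02 to 3.06 (median 1.41) for the 15 D-biased TFs. The remaining D-biased TF, Gh_D01G1705 of the RWP-RK family, which was chosen after its values were seen, lay under the threshold of 1 with a log2 fold change of 0.998 (SE 0.099, adjusted p = 0.00013 from limma). The TF WOX4, Gh_A01G0998, had FPKM of 10.2 ± 0.801 (SD, n = 3) against 4.23 ± 0.104 (SD, n = 3) for its homeolog Gh_D01G1055, a log2 fold change of -1.19 (SE 0.10, adjusted p = 6.65e-05 from limma). The TFs were taken from the paper's own calls on these libraries, so these calls are not an independent test.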

After specifically examining TFs with subgenome-related differential expression, we detected 180 and 204 TFs with biased expression in A and D subgenome, respectively (Supplementary Figure 7 and Supplementary Table 6). A- and D-biased TFs associated with H3K4me3-only, H3K27me3-only, and H3K4me3/H3K37me3 mark were summarized in Supplementary Tables 6, 7. To interrogate if H3K4me3 and H3K27me3 function in regulating gene expression through TF-mediated regulatory networks, we conducted a co-expression assay with the WGCNA R package, an expression matrix of biased genes across 12 tissues was used for the downstream analyses. We obtained 21 co-expression modules (Supplementary Figure 8A). Genes in the blue module exhibited a high association in the leaf tissue (Supplementary Figure 8A) and eigengenes in the blue module were specifically expressed in the leaf tissue (Supplementary Figure 8B).

Hub genes have been reported to be essential for maintaining the structure of the corresponding module and network (Li Y. et al., 2015; van Dam et al., 2018). We found that the blue module contained 22 hub TFs with a module membership value (|kME|) > 0.9, which is designed as the Pearson’s correlation coefficient between the expression of a gene and a given module epigengene (Langfelder and Horvath, 2008). The 22 hub TFs contained 3 TFs enriched with H3K27me3, 4 TFs associated with H3K4me3/H3K27me3 marks, and the rest (15 TFs) enriched with H3K4me3 (Supplementary Figure 9 and Supplementary Table 8).

To further infer interactions between hub TFs, we built a gene regulatory network with 22 hub TFs as candidate regulators for the expression of other genes using the GENIE3 R package (Huynh-Thu et al., 2010; Figure 4A). To clearly show predicted regulatory relationships between TFs, the edges among other genes involved in the network were not displayed. Subsequently, the top 7 TFs with the most edges as displayed in Figure 4A and their regulated genes preferentially expressed in either the A or D subgenome were illustrated in Figure 4B. Strong interactions between TFs occurred among PRE6, BHLH63, RF2b, WOX1, and TCP15. PRE6, BHLH63, and RF2b were regulated by DREB3. To validate the accuracy of the network, we conducted a BiFC assay for Rf2b, bHLH63, and PEE6. Protein interactions were detected between Rf2b/bHLH63 and PEE6, and self-interaction was observed for PRE6 and Rf2b proteins (Figure 4C).

Functions of each TF ortholog have been documented in other plants such as *Arabidopsis* and rice. For example, it has been documented that TCP15 acts as a repressor of auxin biosynthesis and functions in the regulation of *Arabidopsis* gynoecium development (Lucero et al., 2015). DREB3 is a transcriptional activator functioning in abiotic stress responses in plants (Niu et al., 2020). bHLH63 also known as *CRYPTOCHROME-IN-TERACTING* bHLH1 and bHLH100, is mainly involved in embryo suspensor and postembryonic development in *Arabidopsis* (Liu et al., 2008; Radoeva et al., 2019).

Collectively, our analyses indicate that, in addition, to directly affecting the expression of overlapping genes, H3K4me3, H3K27me3, and H3K4me3/H3K37me3 marks can indirectly influence gene expression through TF-mediated regulatory networks in the leaf tissue.

## Discussion

Similar to previous findings in plants (Zhang et al., 2007, 2009; Wang et al., 2009; He et al., 2010; Deal and Henikoff, 2011), our study indicated that H3K4me3 and H3K27me3 are highly enriched in gene bodies, H3K4me3 is an active mark that directly correlates with expression levels of genes, whereas H3K27me3 is a repressive mark that anti-correlates with expression levels of genes in allotetraploid cotton. It has been documented that H3K4me3 is involved in the biased expression of homeologous genes in allotetraploid cotton root (Zheng et al., 2016), and differential enrichment of H3K4me3 is responsible for transcriptional changes of genes associated with cotton development and evolution (You et al., 2017). However, our study for the first time characterized possible roles of H3K27me3, and broad H3K4me3 in differentially regulating gene expression between A and D subgenome in cotton.

### Roles of H3K27me3 and Broad H3K4me3 Enrichment in Gene Transcription in Cotton

Compared with extensive H3K27me3 studies in plant development and stress responses in other plant species (Zheng and Chen, 2011; Gan et al., 2015; Chang et al., 2020), the roles of H3K27me3 in cotton are still much less studied. In addition to the overall repressive role of H3K27me3 in regulating gene expression in cotton, our study showed that distinct enrichment of H3K27me3 in homeologous genes occurred between the A and D subgenomes (Figures 2C–E), since H3K27me3 enrichment in the A subgenome displayed a more pronounced anti-correlation with expression levels of homeologous genes as compared to the D subgenome.

Biological functions of broad H3K4me3 enrichment have been well studied in mammals, namely, cell identity (Benayoun et al., 2014), transcription of tumor suppressor genes (Chen et al., 2015; Dhar et al., 2018), transcription of genes in pre-implantation development, and embryonic stem cell differentiation (Liu et al., 2016), however, it is poorly understood in plants. In addition to the active roles of H3K4me3 in regulating gene expression, our study showed that the effects of H3K4me3 on expression levels of overlapping genes were related to their enrichment levels, relative position, and distance around the TSS in cotton (Figures 3A–C). Importantly, we found that A- and D-specific genes and homeologous genes with broad H3K4me3 in promoters and gene bodies were potentially involved in differential biological relevance and tissue-specific expression, suggesting that broad H3K4me3-marked genes might have some unique biological functions between A and D subgenome. For example, A-specific genes with broad H3K4me3 in promoters had more enriched GO terms relative to those D-specific genes, moreover, they had distinct GO terms associated with molecular functions and biological processes as compared to the corresponding genes with broad H3K4me3 enrichment in gene bodies (Figures 3D,E). It has been reported that genes with broad H3K4me3 enrichment have enriched GO terms associated with photosynthesis in *Arabidopsis* (Brusslan et al., 2015). Thus, our study provides further insights into the roles of broad H3K4me3 enrichment in subfunctionalization of homeologous genes in cotton.

### Impacts of H3K4me3, H3K27me3 and H3K4me3/H3K27me3 Marks on Gene Transcription Through the Regulatory Network

In addition to direct impacts of H3K4me3 and H3K27me3 on transcription of overlapping genes in two subgenomes of cotton, our directional regulatory network related to TF indicated that both marks acted individually or in combined actions to indirectly regulate expression of co-expressed A- or D-biased genes through interacting between H3K4me3 or H3K27me3 mark overlapping TFs. For instance, predicted mutual interactions occurred between BHLH63 and PRE6 or RF2b, and between RF2b and TCP15, some of which were validated using a bimolecular fluorescence complementation assay. TCP 14 and TCP15 can regulate internode length and leaf shape in *Arabidopsis* through modulating cell proliferation (Kieffer et al., 2011). WOX1 is a key regulator during meristem development in *Arabidopsis* (Zhang et al., 2011). RF2b is a bZIP protein functioning in symptom development of rice tungro disease through interacting with RF2a (Dai et al., 2004). Functions of RF2b in leaf and root development in *Arabidopsis* are mediated by bZIP29 (Van Leene et al., 2016). PRE6 is a paclobutrazol resistance protein belonging to non-DNA binding basic helix–loop–helix transcription factor, which has been reported to be involved in phytohormone signaling, such as GA, auxin, and BR and light responses in *Arabidopsis* (Gommers et al., 2017; Zheng et al., 2017). Gene regulatory network has already been applied to predict key nitrogen regulators, followed by successful experimental validation in rice (Ueda et al., 2020). We further extended the gene regulatory network to infer direct or indirect interactions between genes or TFs, which are responsible for differential expression of subgenome specific genes in allotetraploid cotton.

Collectively, our study provides evidence to indicate direct and indirect impacts of H3K4me3 and H3K27me3 on differential transcription of genes or homeologous gene pairs between A and D subgenome in cotton leaf tissue. In particular, the involvement of typically repressive mark H3K27me3 in expression bias of the homoeologs in cotton is still understudied. Therefore, we provide further evidence showing the involvement of H3K27me3 individually or in combination with H3K4me3 in regulating differential expression of homeologous gene pairs between the A and D subgenomes. Thus, H3K27me3 individually or coordinated with H3K4me3 could play important roles in genomic evolution and/or domestication through controlling bias expression of the homoeologs with some specific biological relevance in allotetraploid cotton. It has been reported that methylated genes evolve faster than unmethylated genes, and changes in DNA methylation and H3K4me3 enrichment are directly associated with expression bias of the homoeologs in allotetraploid cotton and their relatives (Song et al., 2017), thereby both epigenetic marks possibly functioning in gene domestication, including flowering time-related gene *GhCOL2* in cotton. Profiling of H3K4me3 and H3K27me3 marks in ancestors and relatives of allotetraploid cotton could help to address epigenetic regulatory roles underlying polyploidization and domestication in cotton.

## Data Availability Statement

The data supporting the findings of this study are available from the corresponding author (WZ, ), upon request. The raw sequencing data are deposited in the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE165245.

## Author Contributions

WZ conceived and designed the study and wrote the manuscript with contributions from all the authors. YS, JG, YW, and XD conducted the experiments. AZ analyzed the data. YF, TW, and XC helped with plant growth. RP and ZL helped with the generation of RNA-seq data. FL and KW supervised the experiments. YS, JG, YW, AZ, and WZ interpreted the results. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Profiling of H3K4me3 and H3K27me3 and Their Roles in Gene Subfunctionalization in Allotetraploid Cotton
**Source:** Front Plant Sci. 2021 Dec 15;12:761059. doi: 10.3389/fpls.2021.761059
**Supplement:** Supplementary Table 2 — Primer information was used in this study.

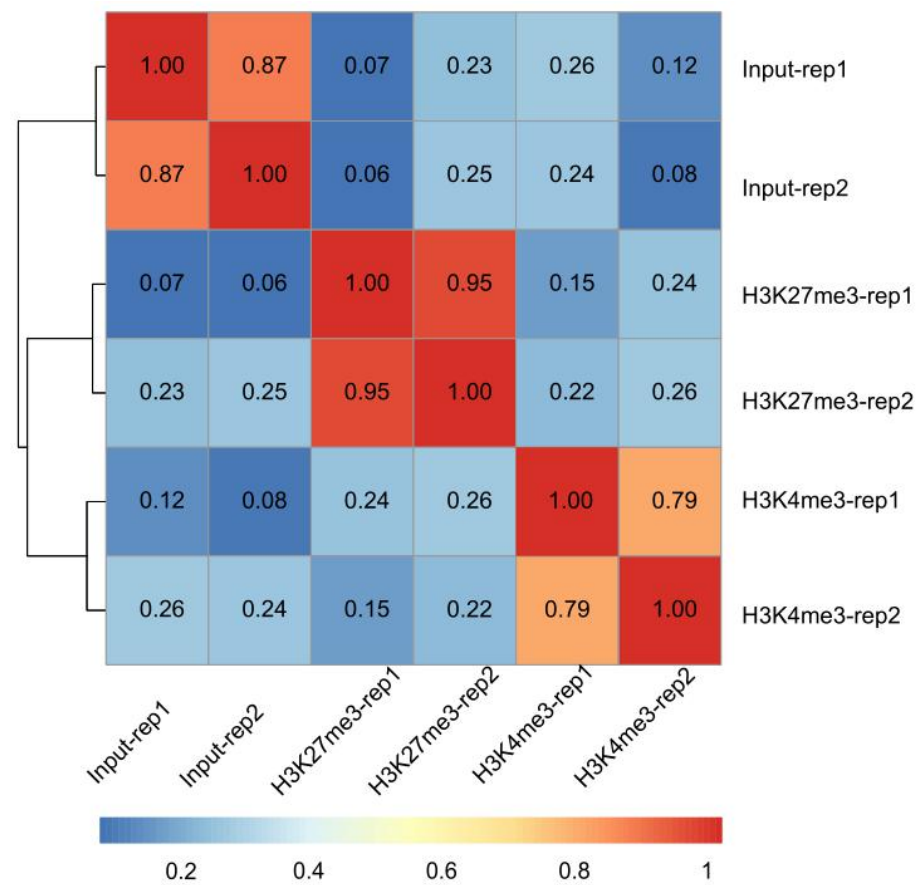

**Supplementary Fig. S1. Correlation analyses of biologically replicated input, H3K27me3 and H3K4me3 ChIP-seq reads.** Spearman's rank correlation coefficient (r) is shown.

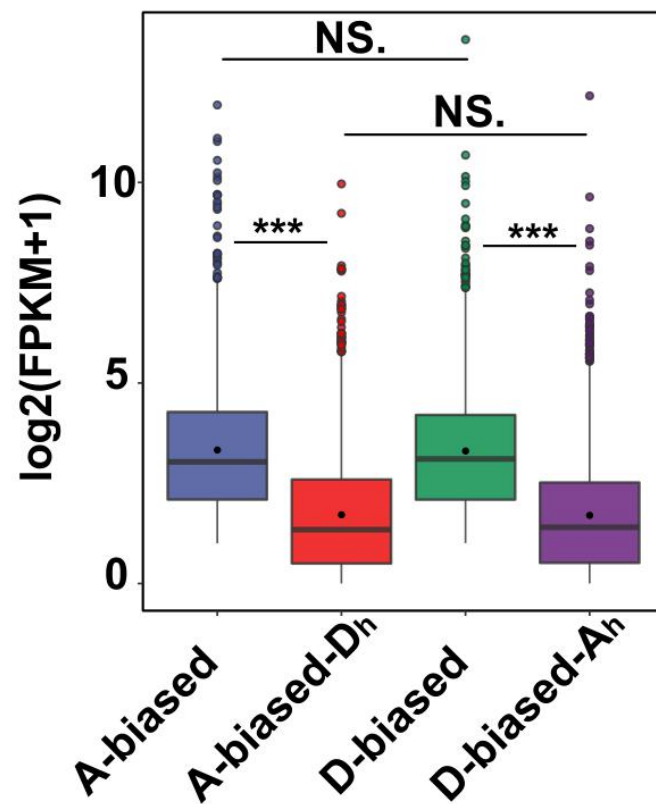

**Supplementary Fig. S2.** Expression levels of biased genes and their corresponding homeologous genes. Significance test was determined using Wilcoxon rank sum test, \*\*\* $p < 0.001$ .

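Expression levels were compared between the classes of the analysed pairs of chromosome A01 and part of A02, with the D homeologs of each class beside their A homeologs. In A-biased pairs, mean log2(FPKM + 1) was 3.25 ± 0.03 (SD, n = 3 libraries) in the A homeologs and 1.72 ± 0.01 (SD, n = 3) in the D homeologs. In D-biased pairs it was 1.77 ± 0.04 (SD, n = 3) in the A homeologs and 3.38 ± 0.05 (SD, n = 3) in the D homeologs. In unbiased pairs both were at 3.34 ± 0.06 (SD, n = 3). The classes were defined from these values, so a gap within each biased class follows from the selection and was not tested. The more highly expressed homeologs of the A-biased pairs could not be told apart from those of the D-biased pairs, with a difference of -0.13 (two-sided permutation test of the rank sum over 215 and 265 genes, p = 0.725). Their median FPKM was 7.04 and 7.80, close to 7.69 and 7.68 for the A and D homeologs of the unbiased pairs. The less expressed homeolog had a mean FPKM below 1 in 78 of the A-biased pairs (36.3%) and in 115 of the D-biased pairs (43.4%). It was listed at 0 in every library in 14 A-biased and 7 D-biased pairs.

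**Figure D3:**
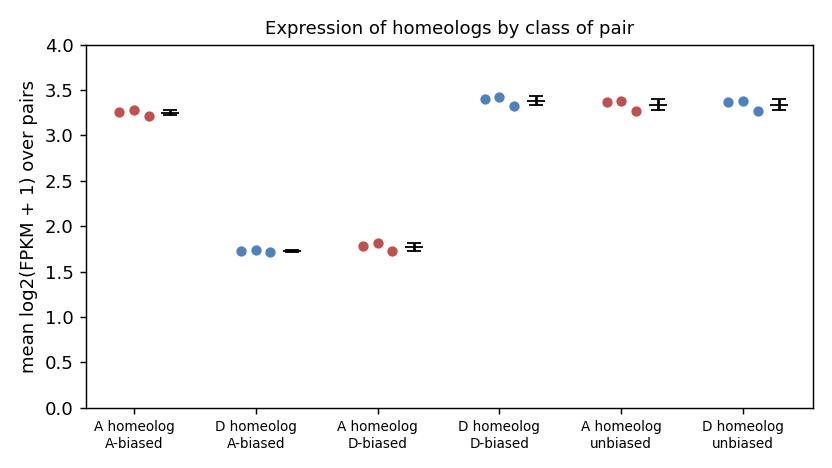
Mean log2(FPKM + 1) over the A homeologs (red) and the D homeologs (blue) of A-biased, D-biased and unbiased pairs. Points are the 3 libraries, and black bars beside them give their mean and SD; the less expressed homeologs of both biased classes lie below 2 and the other groups lie above 3.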

**A**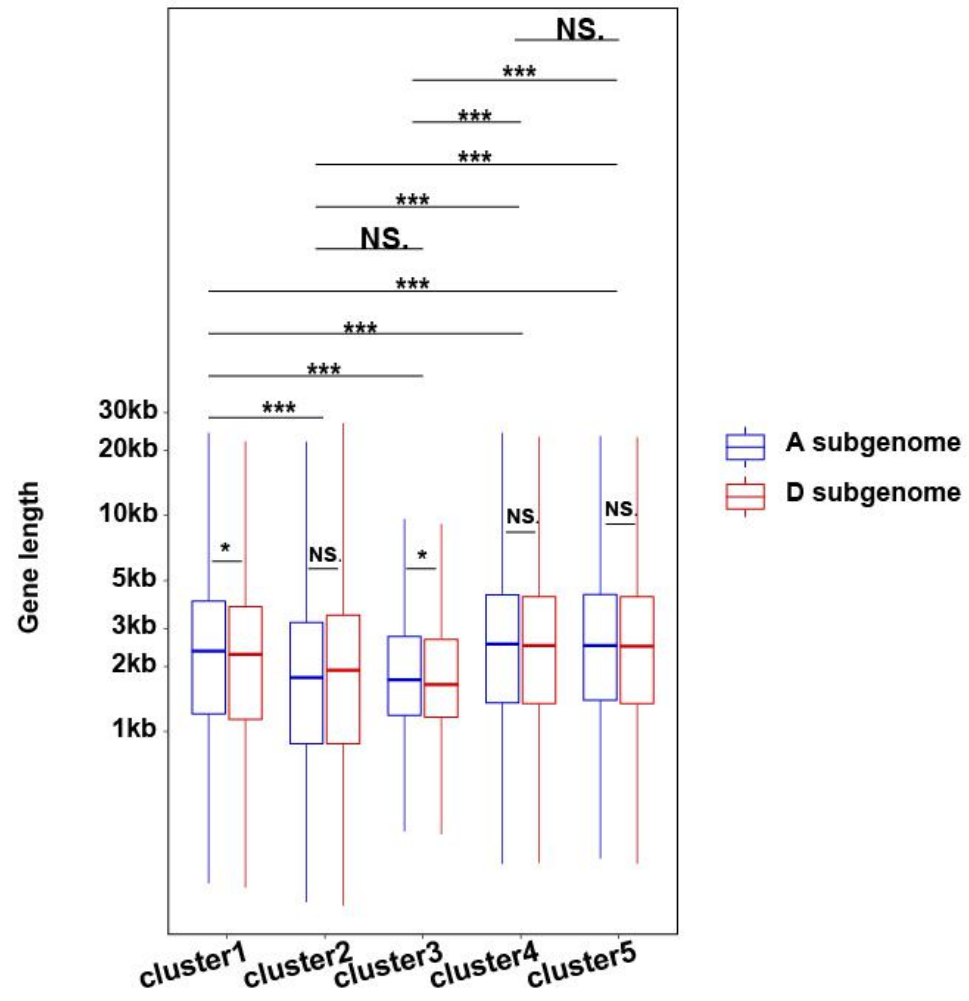**B**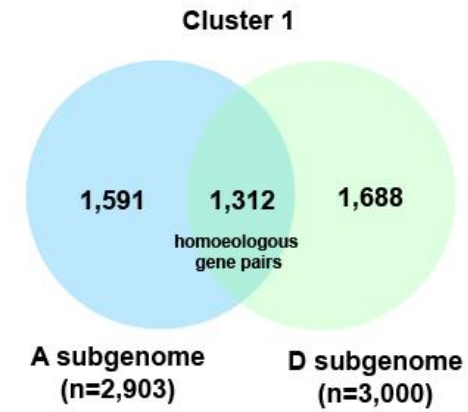

**Supplementary Fig. S3. Characterization of the genes in each cluster.** (A) Gene length of H3K4me3 overlapping genes in five clusters from two subgenomes. (B) Venn plots illustrating A subgenome-only, D subgenome-only and homeologous gene pairs in Cluster 1.

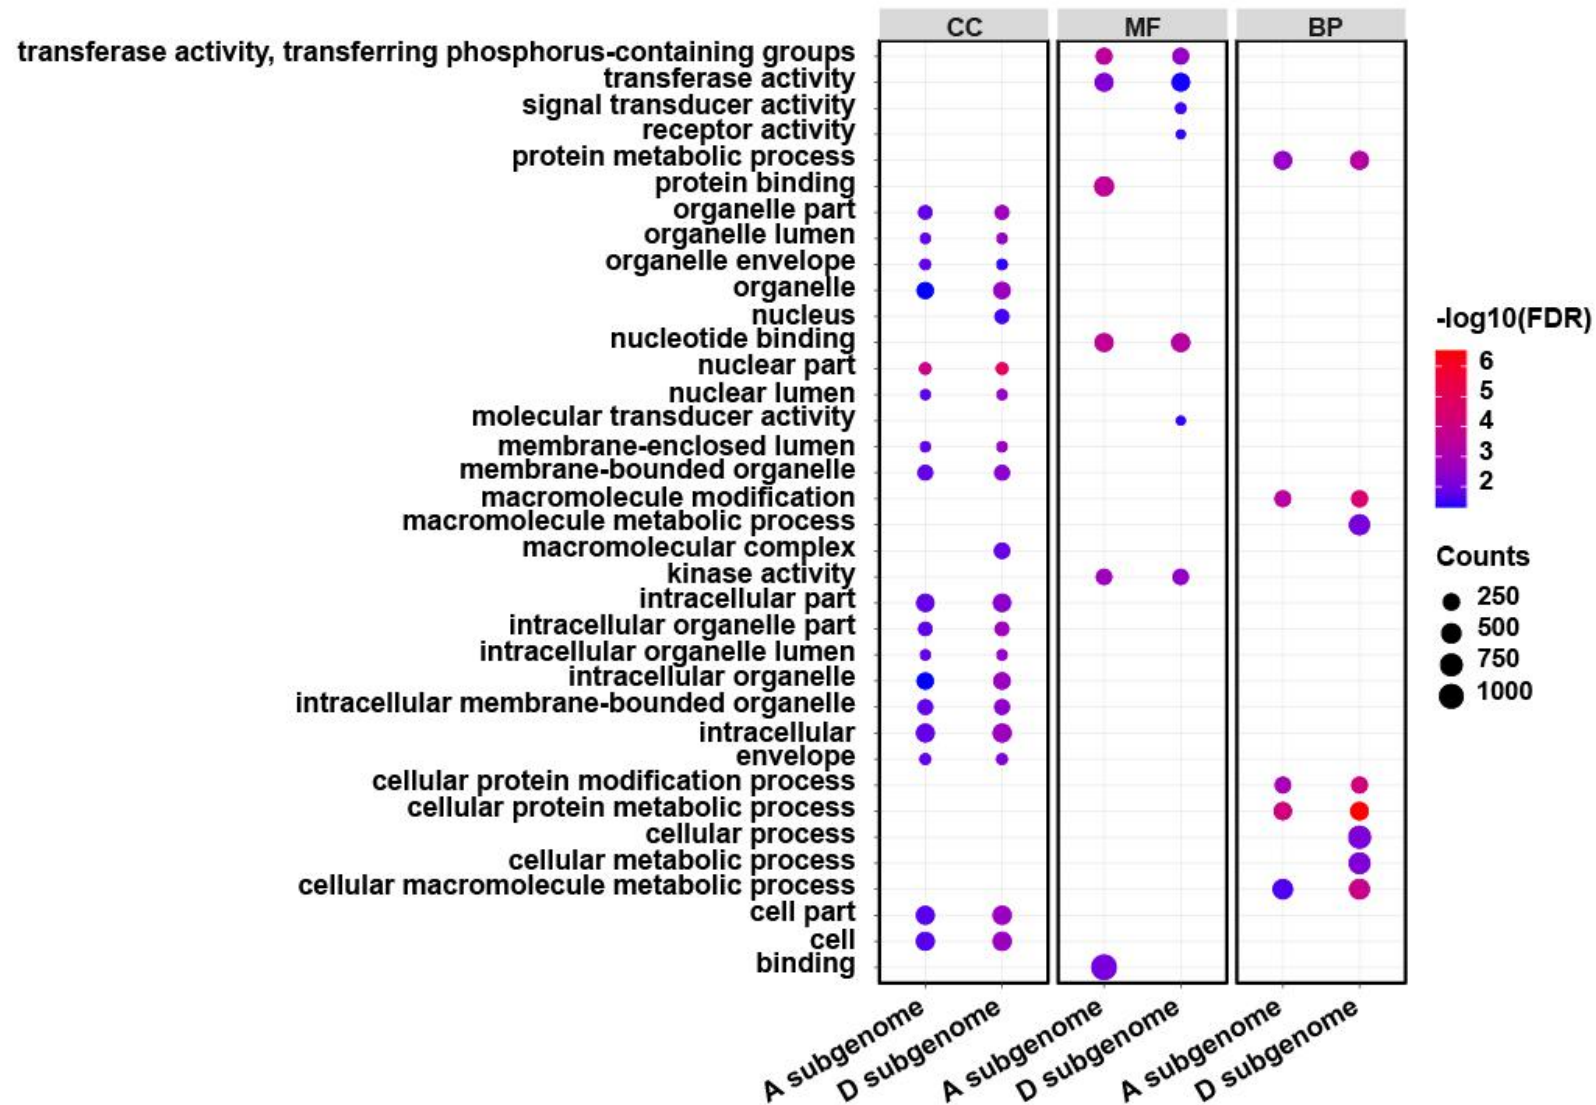

**Supplementary Fig. S4. Functional GO term enrichment analyses of the genes from Cluster1.** The size of each dot represents the number of genes, and the color key indicates  $-\log_{10}(\text{FDR})$ .

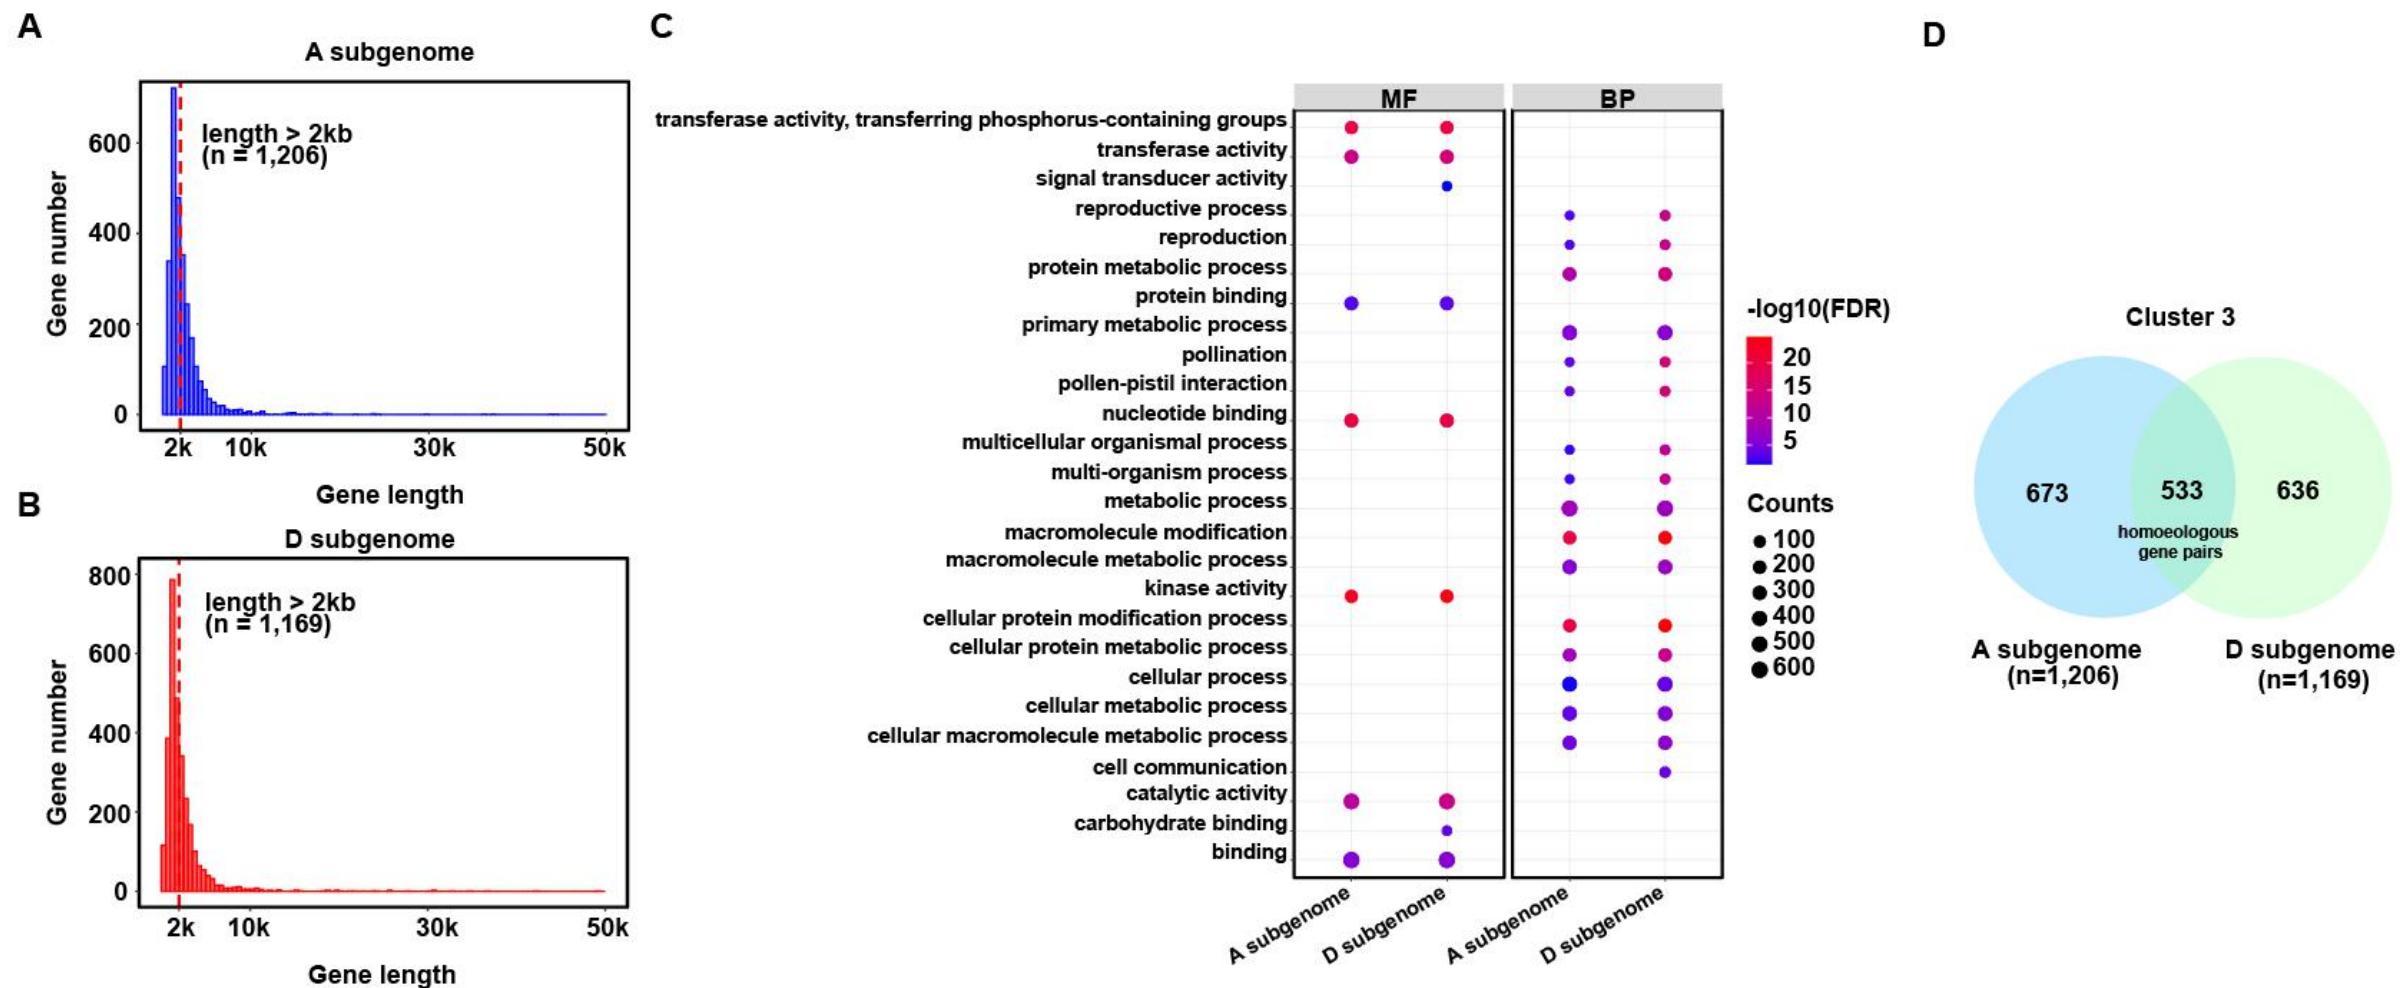

**Supplementary Fig. S5. Characterization of the genes in Cluster 3.** The number of genes with different length from A subgenome (A) and D subgenome (B) in Cluster 3, genes with length > 2 kb were noted. (C) Functional GO term enrichment analyses of genes from Cluster3, the size of each dot represents the number of genes, and the color key indicates  $-\log_{10}(\text{FDR})$ . (D) Venn plots illustrating the number of genes in A subgenome-only, D subgenome-only and homeologous gene pairs in Cluster 3.

A

Genes in cluster1 with broad K4

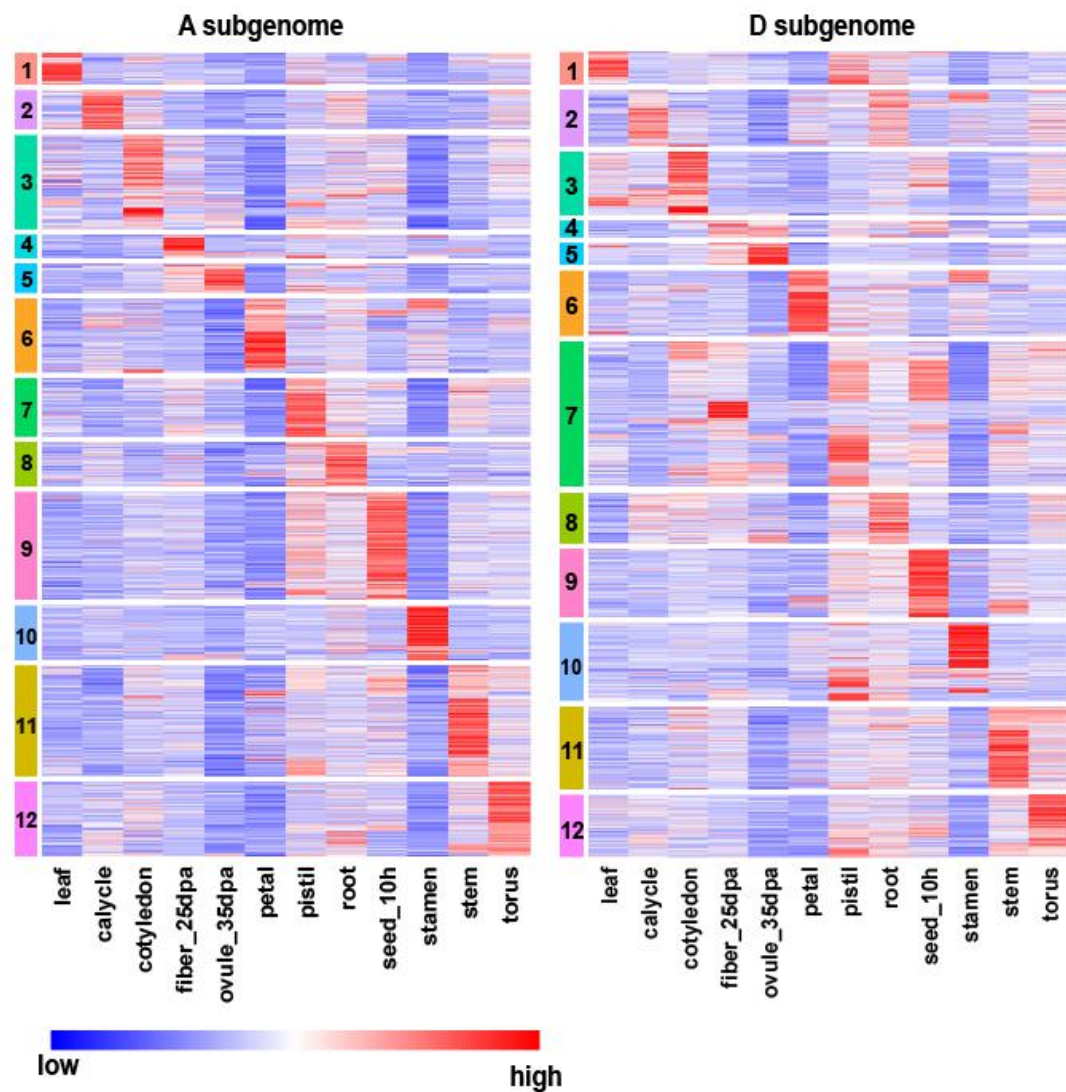

Genes in cluster3 with broad K4

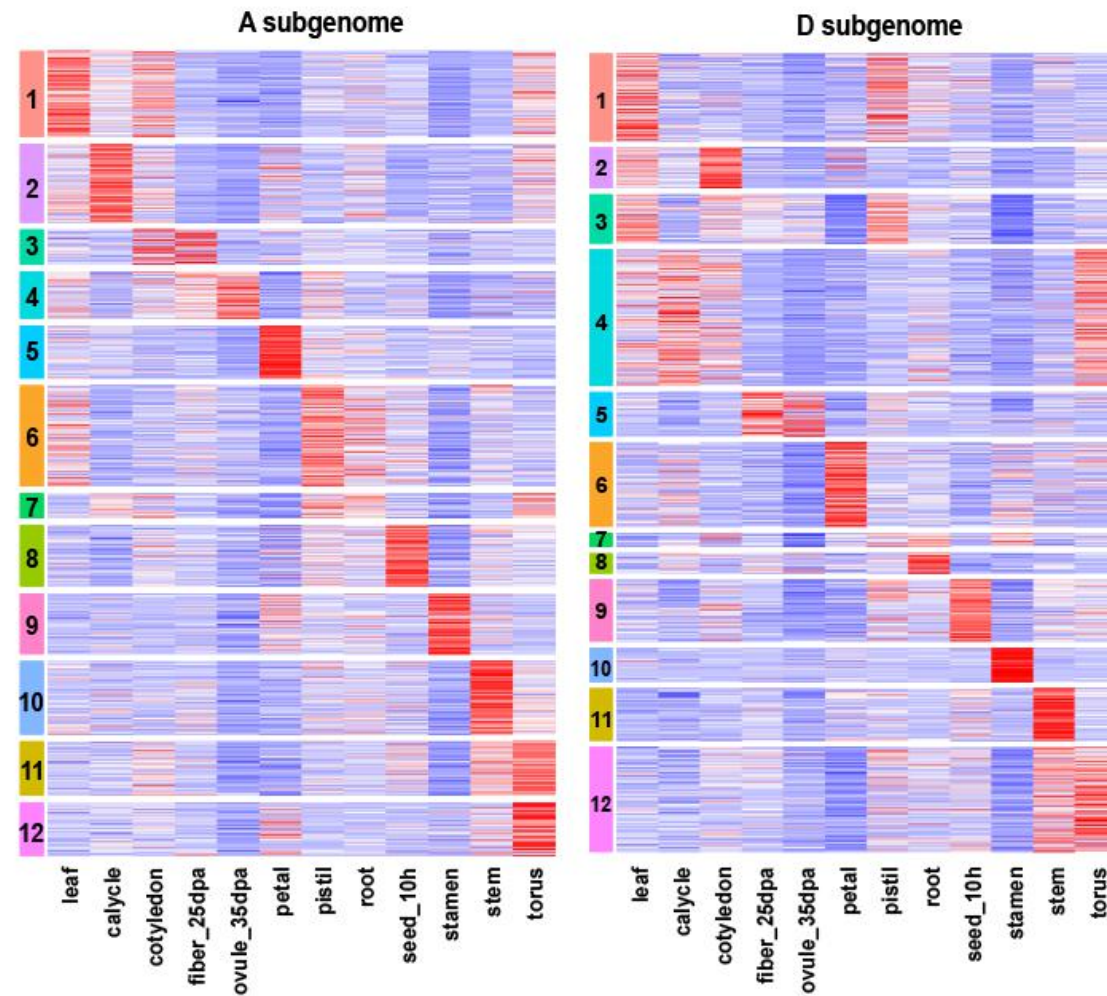

**B**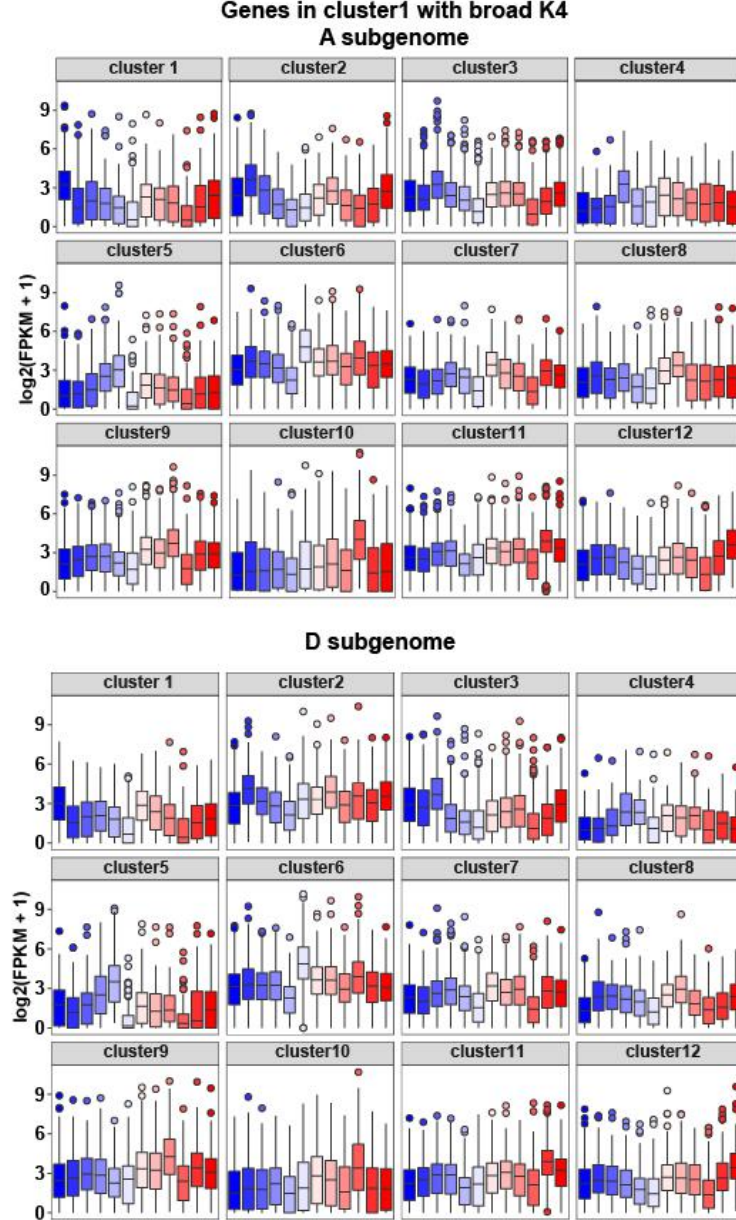**Genes in cluster3 with broad K4**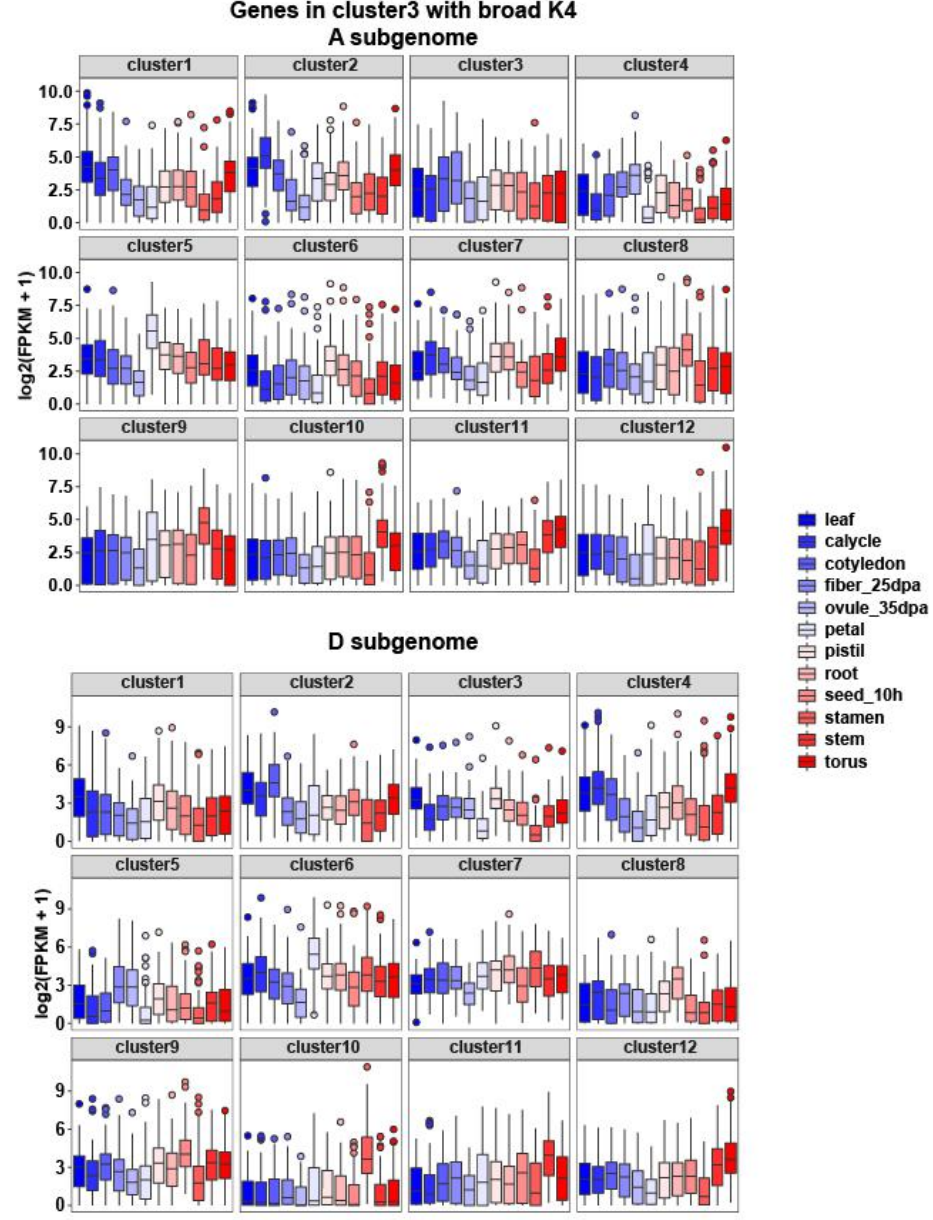

**Supplementary Fig. S6. Tissue specific expression of the genes in Cluster 1 and Cluster 3.** (A) Heatmaps showing expression profiles of the genes in Cluster 1 and Cluster 3 across twelve different tissues from A subgenome and D subgenome, respectively, the color key indicates the z-score. (B) Expression levels of genes in A subgenome and D subgenome in Cluster 1 and Cluster 3, the clusters correspond to the ones characterized in Figure S6A.

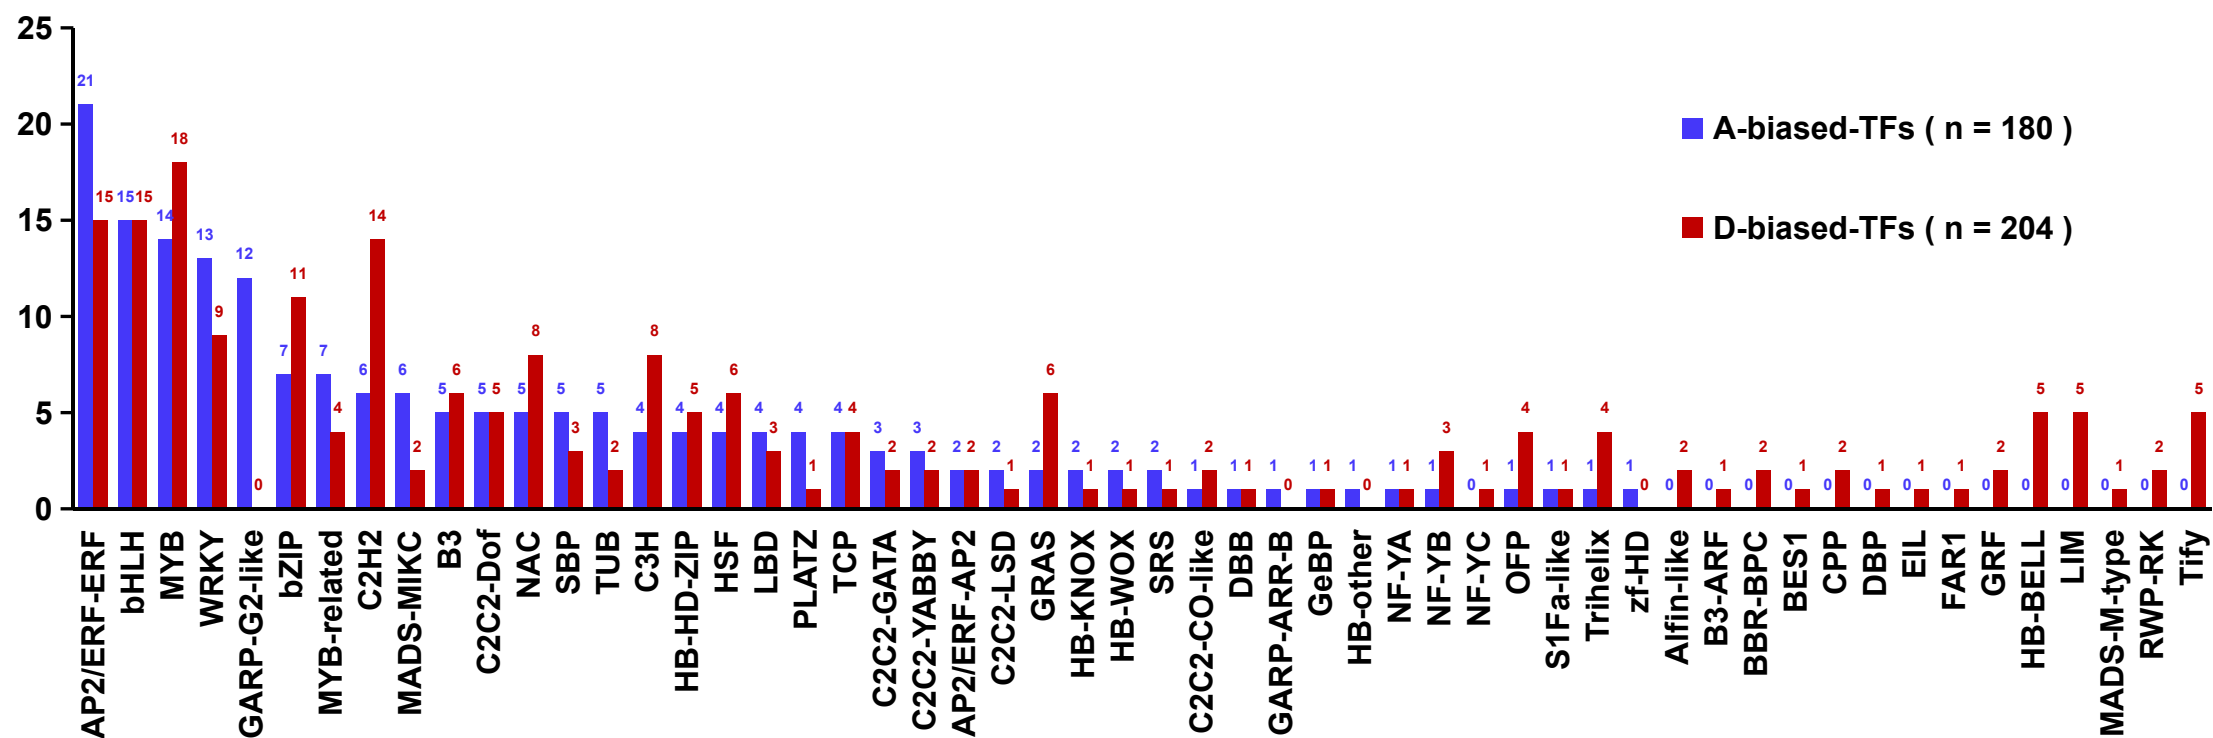

Supplementary Fig. S7. The number of A-biased and D-biased TFs in cotton leaf tissue.

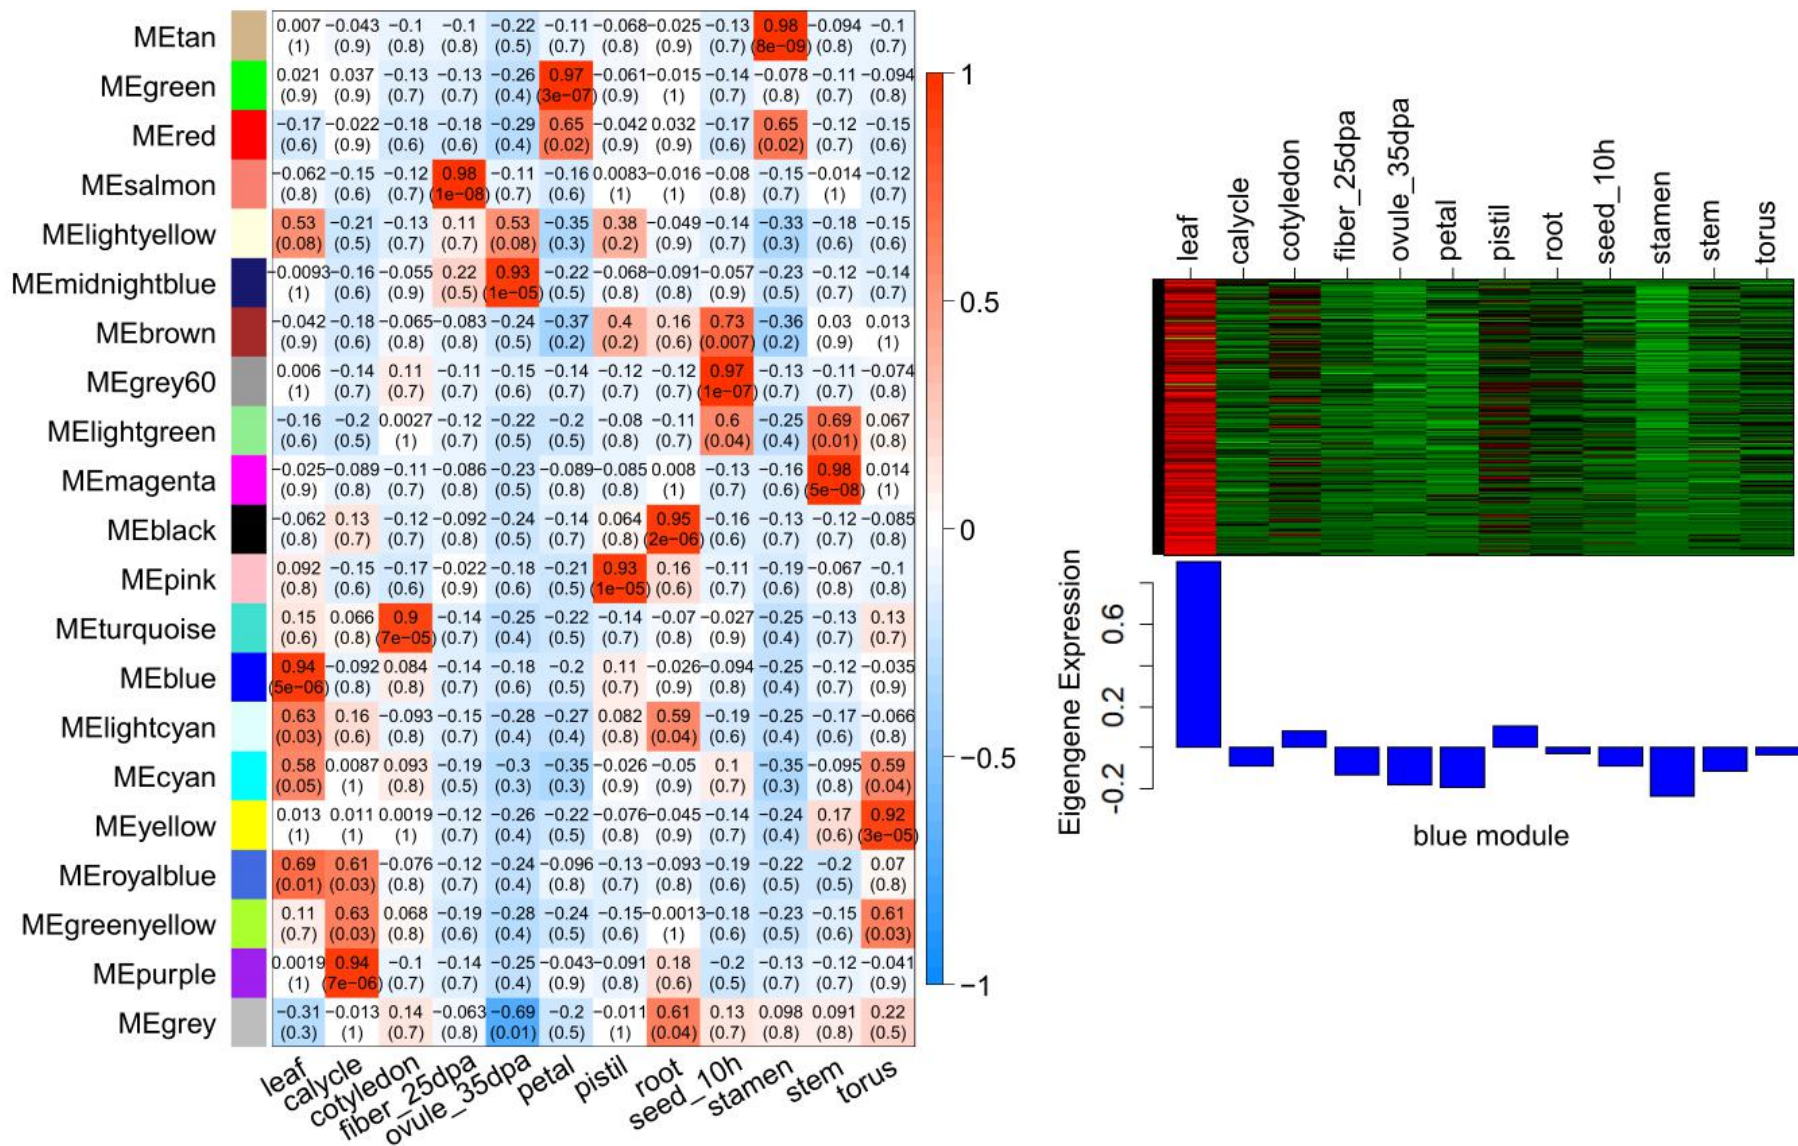

**Supplementary Fig. S8 Gene co-expression assay.** (A) The heatmap showing a correlation coefficient between the module and sample, the color key represents a degree of correlation between a specific module and a sample. (B) Expression pattern of genes in the blue module, which contains genes specifically expressed in the leaf tissue.

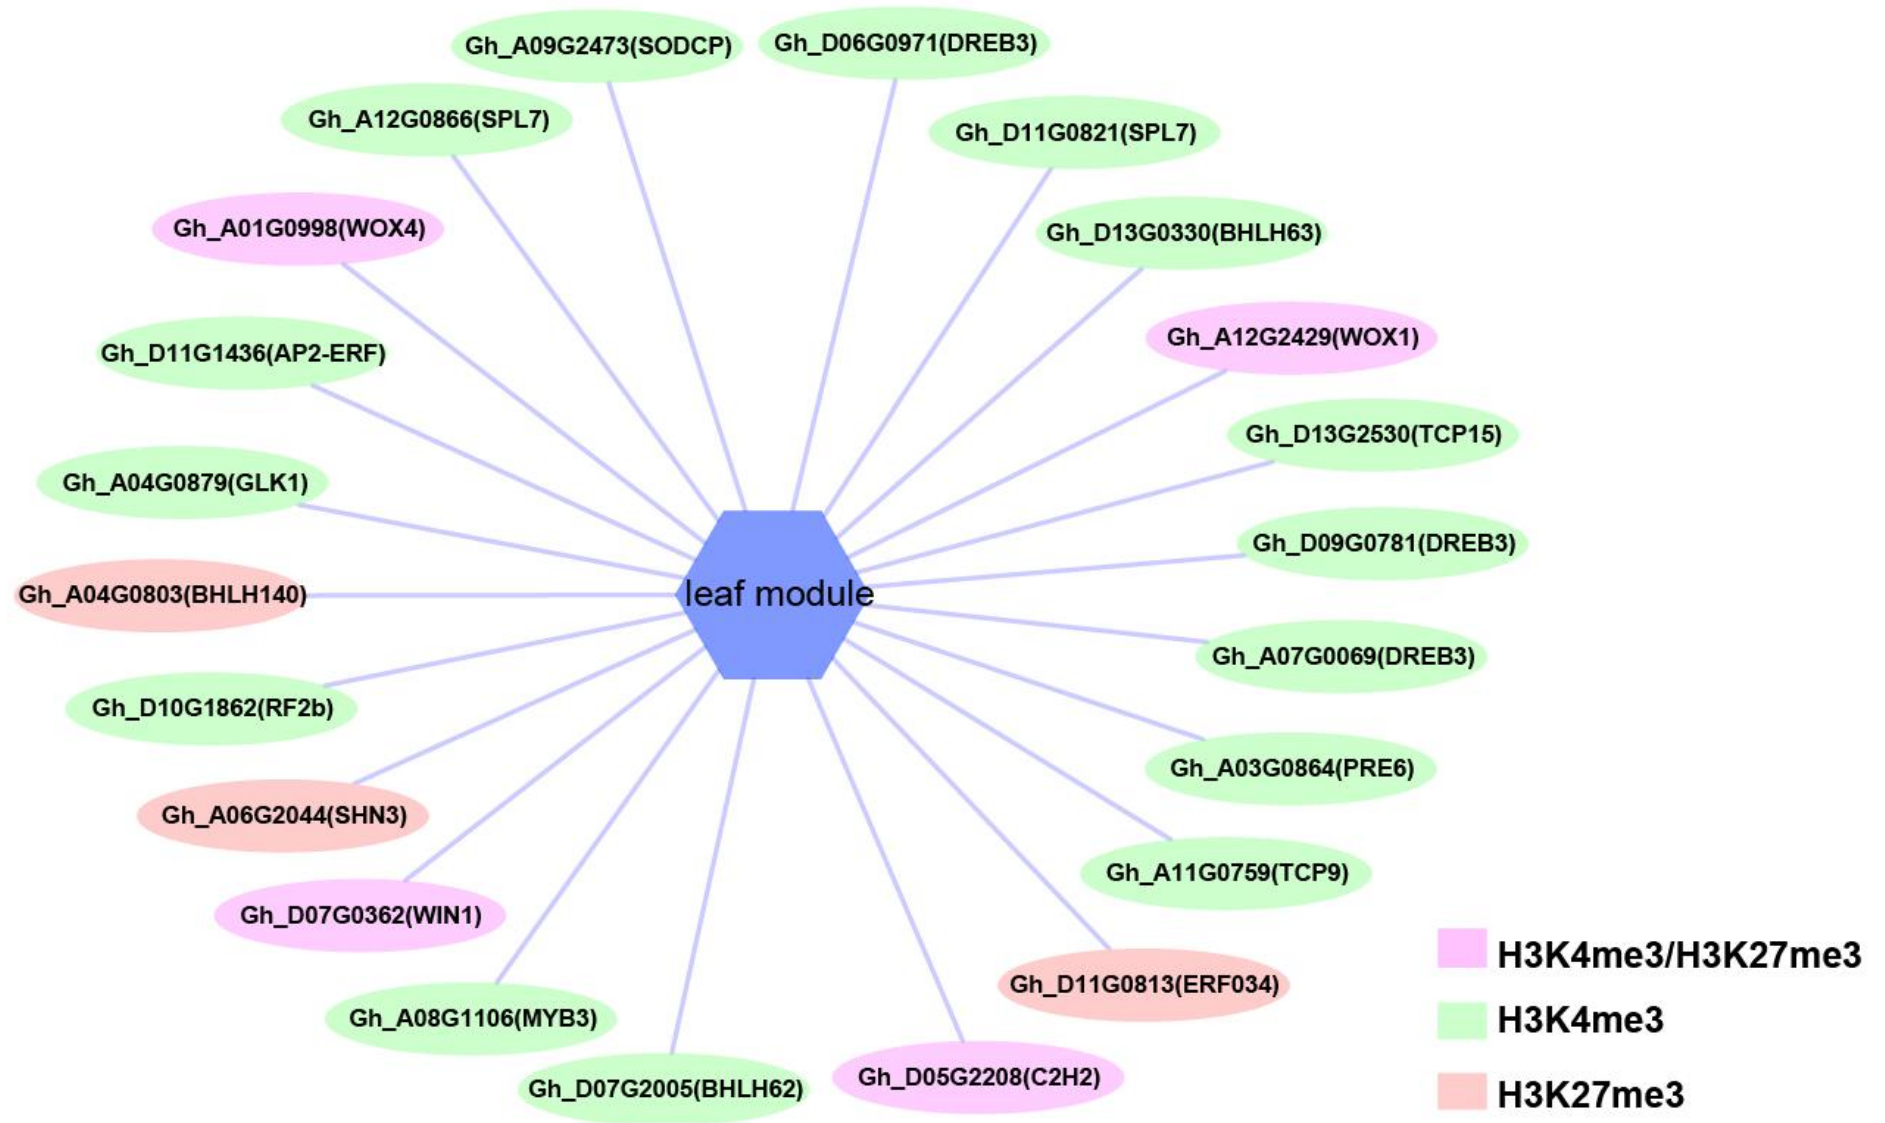

**Supplementary Fig. S9. Illustration of hub TFs with different marks derived from the blue module.** Pearson's correlation coefficient between genes vs module eigengene expression was calculated, which is defined as 'kME'. Genes with  $|kME| > 0.9$  were defined as hub genes.

**Supplementary Table S2. Primer information used in this study**

| <b>Primer names</b> | <b>Primer sequences (5'-3')</b>             |
|---------------------|---------------------------------------------|
| Rf2b-106 F          | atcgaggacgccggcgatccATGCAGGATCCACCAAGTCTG   |
| Rf2b-106 R          | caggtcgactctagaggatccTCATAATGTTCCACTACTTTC  |
| bHLH63-106 F        | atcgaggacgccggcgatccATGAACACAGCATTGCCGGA    |
| bHLH63-106 R        | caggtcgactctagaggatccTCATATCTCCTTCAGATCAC   |
| PRE6-106 F          | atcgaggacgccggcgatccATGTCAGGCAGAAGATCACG    |
| PRE6-106 R          | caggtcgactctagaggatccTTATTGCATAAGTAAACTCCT  |
| RF2b-104 F          | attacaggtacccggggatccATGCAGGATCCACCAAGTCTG  |
| RF2b-104 R          | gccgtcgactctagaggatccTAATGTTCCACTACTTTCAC   |
| bHLH63-104 F        | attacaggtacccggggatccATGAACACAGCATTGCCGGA   |
| bHLH63-104 R        | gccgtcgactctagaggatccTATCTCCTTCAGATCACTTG   |
| PRE6-104 F          | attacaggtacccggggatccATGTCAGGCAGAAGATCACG   |
| PRE6-104 R          | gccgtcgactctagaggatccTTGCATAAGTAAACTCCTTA   |
| RF2b-62SK F         | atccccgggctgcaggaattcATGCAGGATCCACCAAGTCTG  |
| RF2b-62SK R         | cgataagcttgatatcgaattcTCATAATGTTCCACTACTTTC |
| PRf2b-0800 F        | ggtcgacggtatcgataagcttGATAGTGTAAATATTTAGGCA |
| PRf2b-0800 R        | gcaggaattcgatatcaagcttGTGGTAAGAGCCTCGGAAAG  |
| bHLH63-62SK F       | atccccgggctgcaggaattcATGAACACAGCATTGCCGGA   |
| bHLH63-62SK R       | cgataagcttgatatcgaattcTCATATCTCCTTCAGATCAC  |
| PbHLH63-0800 F      | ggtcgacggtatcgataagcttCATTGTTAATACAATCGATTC |
| PbHLH63-0800 R      | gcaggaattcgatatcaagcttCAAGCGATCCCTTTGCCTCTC |
| PRE6-62SK F         | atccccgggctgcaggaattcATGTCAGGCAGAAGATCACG   |
| PRE6-62SK R         | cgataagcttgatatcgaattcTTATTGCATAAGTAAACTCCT |
| PPRE6-0800 F        | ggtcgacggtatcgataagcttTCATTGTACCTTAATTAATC  |
| PPRE6-0800 R        | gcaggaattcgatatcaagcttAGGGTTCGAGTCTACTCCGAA |

**Supplementary Table S3. Summary of sequencing data**

| <b>Samples</b>    | <b>No. of Clean reads</b> | <b>Mapped reads</b> | <b>Mapping ratio</b> | <b>Uniquely mapped reads (MapQ &gt;30)</b> | <b>Uniquely mapped ratio</b> |
|-------------------|---------------------------|---------------------|----------------------|--------------------------------------------|------------------------------|
| Leaf-RNA-seq-rep1 | 72,336,886                | 69,330,326          | 95.84%               | 56,304,020                                 | 77.83%                       |
| Leaf-RNA-seq-rep2 | 69,698,414                | 66,666,709          | 95.65%               | 53,882,563                                 | 77.31%                       |
| Leaf-RNA-seq-rep3 | 73,945,114                | 69,972,875          | 94.63%               | 55,724,386                                 | 75.36%                       |
| Input-rep1        | 22,714,740                | 22,418,221          | 98.69%               | 11,732,686                                 | 51.65%                       |
| Input-rep2        | 34,557,734                | 33,887,901          | 98.06%               | 17,401,383                                 | 50.35%                       |
| H3K4me3-rep1      | 29,175,244                | 28,852,803          | 98.89%               | 16,200,284                                 | 55.53%                       |
| H3K4me3-rep2      | 33,142,614                | 32,789,553          | 98.93%               | 18,021,828                                 | 54.38%                       |
| H3K27me3-rep1     | 51,547,766                | 50,629,738          | 98.22%               | 31,389,930                                 | 60.89%                       |
| H3K27me3-rep2     | 49,151,156                | 47,019,719          | 95.66%               | 25,366,108                                 | 51.61%                       |

Supplementary Table S7. Summary of A- and D-biased TFs associated with H3K4me3, H3K27me3 and both marks

| TF           | A-biased |        |     |     | D-biased |        |     |     | TF           | A-biased |        |     |     | D-biased |        |     |     |
|--------------|----------|--------|-----|-----|----------|--------|-----|-----|--------------|----------|--------|-----|-----|----------|--------|-----|-----|
|              | K4       | K4/K27 | K27 | No. | K4       | K4/K27 | K27 | No. |              | K4       | K4/K27 | K27 | No. | K4       | K4/K27 | K27 | No. |
| AP2/ERF-ERF  | 18       | 1      | 1   | 20  | 10       | 2      | 1   | 13  | C2C2-CO-like | 1        | 0      | 0   | 1   | 2        | 0      | 0   | 2   |
| bHLH         | 8        | 4      | 2   | 14  | 13       | 1      | 0   | 14  | DBB          | 1        | 0      | 0   | 1   | 1        | 0      | 0   | 1   |
| MYB          | 10       | 4      | 0   | 14  | 9        | 6      | 1   | 16  | GARP-ARR-B   | 1        | 0      | 0   | 1   | 0        | 0      | 0   | 0   |
| WRKY         | 12       | 2      | 0   | 14  | 7        | 1      | 0   | 8   | GeBP         | 1        | 0      | 0   | 1   | 1        | 0      | 0   | 1   |
| GARP-G2-like | 9        | 2      | 0   | 11  | 0        | 0      | 0   | 0   | HB-other     | 0        | 0      | 0   | 0   | 0        | 0      | 0   | 0   |
| bZIP         | 4        | 1      | 0   | 5   | 8        | 1      | 0   | 9   | NF-YA        | 1        | 0      | 0   | 1   | 0        | 0      | 0   | 0   |
| MYB-related  | 5        | 0      | 0   | 5   | 1        | 0      | 1   | 2   | NF-YB        | 0        | 0      | 0   | 0   | 2        | 1      | 0   | 3   |
| C2H2         | 5        | 0      | 0   | 5   | 6        | 5      | 0   | 11  | NF-YC        | 0        | 0      | 0   | 0   | 1        | 0      | 0   | 1   |
| MADS-MIKC    | 0        | 3      | 3   | 6   | 0        | 1      | 1   | 2   | OFP          | 1        | 0      | 0   | 1   | 1        | 3      | 0   | 4   |
| B3           | 3        | 2      | 0   | 5   | 5        | 0      | 0   | 5   | S1Fa-like    | 1        | 0      | 0   | 1   | 1        | 0      | 0   | 1   |
| C2C2-Dof     | 1        | 1      | 2   | 4   | 3        | 2      | 0   | 5   | Trihelix     | 1        | 0      | 0   | 1   | 3        | 1      | 0   | 4   |
| NAC          | 2        | 1      | 0   | 3   | 8        | 0      | 0   | 8   | zf-HD        | 1        | 0      | 0   | 1   | 0        | 0      | 0   | 0   |
| SBP          | 5        | 0      | 0   | 5   | 2        | 0      | 0   | 2   | Alfin-like   | 0        | 0      | 0   | 0   | 1        | 0      | 0   | 1   |
| TUB          | 5        | 0      | 0   | 5   | 2        | 0      | 0   | 2   | B3-ARF       | 0        | 0      | 0   | 0   | 1        | 0      | 0   | 1   |
| C3H          | 3        | 0      | 0   | 3   | 6        | 0      | 0   | 6   | BBR-BPC      | 0        | 0      | 0   | 0   | 2        | 0      | 0   | 2   |
| HB-HD-ZIP    | 2        | 1      | 1   | 4   | 4        | 0      | 0   | 4   | BES1         | 0        | 0      | 0   | 0   | 1        | 0      | 0   | 1   |
| HSF          | 3        | 1      | 0   | 4   | 6        | 0      | 0   | 6   | CPP          | 0        | 0      | 0   | 0   | 1        | 0      | 0   | 1   |
| LBD          | 2        | 1      | 1   | 4   | 0        | 3      | 0   | 3   | DBP          | 0        | 0      | 0   | 0   | 1        | 0      | 0   | 1   |
| PLATZ        | 4        | 0      | 0   | 4   | 0        | 1      | 0   | 1   | EIL          | 0        | 0      | 0   | 0   | 1        | 0      | 0   | 1   |
| TCP          | 4        | 0      | 0   | 4   | 3        | 1      | 0   | 4   | FAR1         | 0        | 0      | 0   | 0   | 1        | 0      | 0   | 1   |
| C2C2-GATA    | 2        | 1      | 0   | 3   | 1        | 1      | 0   | 2   | GRF          | 0        | 0      | 0   | 0   | 1        | 1      | 0   | 2   |
| C2C2-YABBY   | 0        | 2      | 1   | 3   | 0        | 1      | 1   | 2   | HB-BELL      | 0        | 0      | 0   | 0   | 4        | 1      | 0   | 5   |
| AP2/ERF-AP2  | 2        | 0      | 0   | 2   | 1        | 1      | 0   | 2   | LIM          | 0        | 0      | 0   | 0   | 5        | 0      | 0   | 5   |
| C2C2-LSD     | 2        | 0      | 0   | 2   | 0        | 0      | 0   | 0   | MADS-M-type  | 0        | 0      | 0   | 0   | 0        | 0      | 0   | 0   |
| GRAS         | 0        | 1      | 0   | 1   | 5        | 1      | 0   | 6   | RWP-RK       | 0        | 0      | 0   | 0   | 2        | 0      | 0   | 2   |
| HB-KNOX      | 2        | 0      | 0   | 2   | 1        | 0      | 0   | 1   | Tify         | 0        | 0      | 0   | 0   | 3        | 2      | 0   | 5   |
| HB-WOX       | 0        | 2      | 0   | 2   | 1        | 0      | 0   | 1   |              |          |        |     |     |          |        |     |     |
| SRS          | 1        | 1      | 0   | 2   | 0        | 1      | 0   | 1   | Sum.         | 123      | 31     | 11  | 165 | 139      | 38     | 5   | 182 |

How the deposited data were processed for this re-analysis (not part of the article)

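Leaves of 20-day-old TM-1 cotton plants were analysed by RNA-seq in 3 replicate libraries, all of the same condition. The replicate numbers were taken from the sample labels and from Supplementary Table S3 of the paper, and for the genes of Supplementary Table 4 the values of each library differed by at most 0.0045 FPKM from those the paper lists for that replicate. The authors trimmed the reads with fastp (quality of at least 25, length of at least 20 bp), mapped them with Hisat2 to the G. hirsutum TM-1 genome, and computed FPKM with StringTie on the CottonGen annotation, without stating the versions of these tools. The deposited FPKM values were used as they are, and no further normalization was applied to them. FPKM are not counts, so no count test was used. The numbers of reads given for the libraries are those of the paper's Supplementary Table S3. They were between 53882563 and 56304020 uniquely mapped reads per library, so depth did not differ much between libraries, and since the A and D values compared come from the same libraries, it was the same on both sides. Subgenome and chromosome were read from the gene identifiers. None of the identifiers was found in the gene name table at hand (0 matches), so gene names are those of the paper.

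Homeologous pairs were taken from Supplementary Tables 1 and 4, of which the pairs of chromosome A01 and part of chromosome A02 were used (2580 pairs, 1419 of them in both tables). Supplementary Table 1 gave all 1691 pairs used of A01 and 309 of A02, and the other 580 A02 pairs came from Supplementary Table 4, which holds expressed pairs, so results without a filter and results over all pairs used mix both kinds. They were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.42), D against A, with the 3 libraries as replicates and Benjamini-Hochberg adjustment. The pairing of A and D values comes from the library that gave both, and the fit with the library number as a block was an alternative to the fit without it. The choice of settings for the pairs was not blind. The pseudocount of 0.42 was fitted to the fold changes of Supplementary Table 4, and limma fits with other pseudocounts, a block, a trend and precision weights were tried on the FPKM values printed in that table, which are the values of these libraries, before the settings were fixed. Those fits gave 480 biased pairs at a pseudocount of 0.42 and 384 at 1. Similar counts of biased pairs here and in that table are therefore partly built in. On simulated pairs with noise of the size of the real pairs, the fit recovered 198 of 200 changed pairs among 1999 and called 0 of the unchanged ones. The planted changes all exceeded the median absolute log2 fold change of the biased pairs, 1.554, and the unchanged pairs had none. Simulated A and D values were drawn independently, whereas real ones of a library are correlated (r = 0.547). The simulation therefore does not show how pairs near the threshold of 1 are called. The median fold change of all expressed pairs was tested by sign flips on the same log2(FPKM + 0.42) values. Shares of pairs and TFs were compared with Fisher's exact test, and the numbers of A-biased and D-biased pairs with an exact binomial test. Expression levels of gene groups were compared on log2(FPKM + 1) with permutation tests. Permutation tests used 100000 permutations, or 10000 for the alternatives and for neighbouring pairs, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. For the D-biased TFs with H3K27me3, a group of 5, an exact rank-sum test replaced the permutation test that had been planned. The TF lists are the paper's own calls on these libraries. The permutation test was tested on simulated data, where it gave a p below 0.05 in 11 of 200 simulations without a difference and in 200 of 200 with one. These tests compare genes within the same plants, and genes are not independent replicates. Figures were drawn with matplotlib 3.10.9.

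Alternatives covered the pseudocount, the filter on low FPKM, centring of each column on its median, the replicate block, a trend in limma's variance, the fold-change threshold, the set of genes and leaving out each library in turn. The pairs named in the text were chosen by a rule, the pairs with the largest absolute log2 fold change in each direction among those called biased whose homeologs do not overlap between the libraries. The rule gives 3 pairs per direction, and fewer are printed because the identifiers have no gene names. Every gene that the paper names by identifier in Figure 1B, Figures 4A and 4B or Supplementary Fig. S9 was also followed, with the identifiers of the hub TFs taken as Supplementary Fig. S9 writes them. Scaffold genes were left out of comparisons between subgenomes since their identifiers name no subgenome. Clusters other than the A-subgenome Cluster 1 were not analysed as groups. The ChIP-seq libraries, the tissues of the co-expression network and the remaining homeologous pairs were not analysed here.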

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

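The tests in this part were chosen after the results were seen. Groups of 3 libraries were not tested for single libraries that lie far from the others.

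Genes on scaffolds without a subgenome letter, which the paper's comparison of A and D leaves aside, were expressed in part. Of 4044 such genes, 802 had a mean FPKM of 1 or more, 19.8% against 61.4% of the A-subgenome and 59.2% of the D-subgenome genes. They held 1.26% to 1.27% of the FPKM sum of a library. The highest, Gh_Sca015328G01, was chosen after its values were seen and had an FPKM of 1017 ± 154 (SD, n = 3). The signal did not come from a single library, since 715 of the genes reached FPKM 1 in every library. It did not come from a few genes alone either, although the 10 highest held 30.5% of the FPKM on scaffold genes. Reads shared with near-identical copies on the chromosomes are a further possible explanation that was not tested, because no sequence was used. No biological explanation was tested, since the libraries are all of the same condition.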

How the results depend on the processing

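The settings were fixed before the data were examined, except that those for the homeologous pairs were chosen with the FPKM values and fold changes of Supplementary Table 4 in view, so stable counts of biased pairs are partly built in; the pairs of Supplementary Table 1 alone, the sign flips within pairs, the look at the pairs lost at a pseudocount of 1 and the standard error by expression level were chosen after seeing the data. For the main comparisons, 101 values were recomputed, of which 77 kept their direction and their side of the threshold, or stayed within 1.5 times the count.

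The number of biased pairs was 480 (215 A-biased, 265 D-biased). It was 384 with a pseudocount of 1 and 533 with 0.1, 491 without a filter, which adds unexpressed pairs for A01 and the first 309 A02 pairs only, 459 with FPKM of 1 or more in every library, 482 with a trend in limma's variance, 483 with the replicate block, and from 458 to 475 across the 3 fits that each left out one library. With a minimum mean FPKM of 10 it was 187 (75 A-biased, 112 D-biased), a filter that removes pairs before any test, and by adjusted p alone, without a fold-change threshold, it was 1113 (539 A-biased, 574 D-biased). All 384 pairs called at a pseudocount of 1 were also called at 0.42. The 96 pairs lost had a median FPKM of 3.46 in the higher homeolog against 8.43 for the pairs kept, as a larger pseudocount shrinks the fold changes of weakly expressed genes most. The named pairs kept their class in all 72 values recomputed.

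The median log2 fold change of D over A was 0.034 (sign-flip permutation test, p = 0.0248). It was 0.0313 at a pseudocount of 1 (p = 0.0166 by permutation), 0.0377 at 0.1 (p = 0.0245) and 0.0327 with FPKM of 1 or more in every library (p = 0.0381). By the same permutation test it was 0.031 with a minimum mean FPKM of 10 (p = 0.115), 0.0 without a filter, where pairs listed at 0 on both sides enter, and from 0.0293 to 0.0424 without one library, with p between 0.0211 and 0.103. With each column centred on its median it was -0.014 (permutation test, p = 0.454), but centring over these same pairs takes out a lean of all pairs by construction, so this is no test of it. The same holds for the D-biased share of biased pairs, which went from 55.2% to 51.4%.

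The gap of A over D in mean log2(FPKM + 1), 0.0712, was 0.133 at a pseudocount of 0.1, 0.036 among genes above FPKM 0 (permutation test, p = 0.0109), 0.086 on chromosomes A01 and D01 (p = 0.0466) and from 0.0704 to 0.0725 without one library. It was 0.0043 among genes with mean FPKM of 1 or more (permutation test, p = 0.862), and -0.038 among the genes of the pairs used (p = 0.51). Since 580 of those pairs come from a list of expressed pairs, it was also computed for the pairs of Supplementary Table 1 alone, an alternative chosen after seeing the data, and was -0.046 (permutation test, p = 0.487). These p-values ignore that each A gene has its own homeolog. With sign flips within pairs, a permutation test also chosen after seeing the data, p was 0.0236 for the -0.038 of all pairs used and 0.0123 for the -0.046 of Supplementary Table 1. The difference in the share of expressed genes, 2.19 percentage points, was 2.07 at FPKM 0.5 and 1.20 at FPKM 5, from 2.08 to 2.15 without one library, 2.67 on A01 and D01 (permutation test, p = 0.0681) -1.16 among the genes of the pairs used (p = 0.364) and -0.70 for Supplementary Table 1 alone (p = 0.659), both tested over genes without the pairing. On A01 and D01 the difference is no smaller than over all genes, and fewer genes were compared.

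Cluster 1 genes were above the other A-subgenome genes, those of other clusters or of none, by 0.277, and by 0.681 at a pseudocount of 0.1. But among genes with mean FPKM of 1 or more the difference was -0.242. In the main comparison 73.95% of Cluster 1 genes and 59.99% of the other genes had FPKM of 1 or more in a library on average, a difference that comparing expressed genes leaves out, and the bound is on the value compared. The lower levels of TFs listed with H3K27me3, alone or with H3K4me3, kept their direction in all settings. These were another pseudocount, which leaves ranks unchanged, and leaving out a library, so a change of direction was hardly possible. The 5 D-biased TFs with H3K27me3 alone were in no setting separated from those with H3K4me3 (exact rank-sum test, adjusted p from 0.275 to 0.4). Some other values that were not past the threshold in any setting changed sign. The difference in biased share of A02/D02 from A01/D01 was -2.12 percentage points and 0.353 at a pseudocount of 1, and the number of neighbouring pairs with the same bias, 57, went from below to above the mean of permutations at 39 for a pseudocount of 1 and at 56 to 60 without one library. Apart from the loss of weakly expressed pairs at a larger pseudocount, the cause of these changes was not tested. Of the single genes and classes followed beside these, 17 of 237 values moved, and all 17 were FPKM classes of unbiased pairs.

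The median standard error of the log2 fold change was 0.189 for pairs with FPKM of 1 to 2 in the higher homeolog and 0.112 at 50 or more, so small fold changes of weakly expressed pairs are resolved less well. Whether this comes from depth was not tested.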

Differences from the paper's values

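The comparison of the hub TF lists was chosen after the results were seen. In the main setting, no value set beside the paper's differed from it by the criteria used, a factor of 1.5 for a count and the standard error for a fold change. The pseudocount of that setting was fitted to the paper's fold changes, so their closeness is built in. At pseudocounts of 1 and 0.1 the fold changes of the named pairs differed from the paper's. With a minimum mean FPKM of 10, and by adjusted p alone, the counts differed. For the analysed pairs of A01 and part of A02 the numbers in the main setting were 215, 265 and 1519 for A-biased, D-biased and unbiased pairs. The paper's are 214, 266 and 1519.

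The class differed in 4 pairs, which are named here after their values were seen. The paper classified all its expressed pairs, while limma and the adjustment were run here on the 1999 analysed pairs. The adjusted p-values set side by side therefore come from unlike sets of pairs. Gh_A01G1189 with Gh_D01G1348 and Gh_A01G1468 with Gh_D01G1705 are D-biased in the paper's table, at log2 fold changes of 1.005 and 1.003, and were unbiased here at 1.000 and 0.998, just under the threshold of 1. Both were D-biased with a pseudocount of 0.1, without replicate 2, without replicate 3 and by adjusted p alone, and unbiased or not tested under the other alternatives set before the data were examined. Gh_A01G0920 with Gh_D01G0962 is unbiased in the paper's table, at an adjusted p of 0.0582, and was D-biased here at 0.0406 from limma. It was unbiased with a pseudocount of 1 or 0.1, without a filter, without replicate 1, without replicate 2 and with each column centred on its median. Gh_A02G1158 with Gh_D03G0602 is unbiased in the paper's table, at an adjusted p of 0.0587, and was A-biased here at 0.0403 from limma. It was unbiased with a pseudocount of 0.1, without a filter, without replicate 1 and without replicate 2.

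The paper states the number of hub TFs with an absolute module membership value (kME) above 0.9. Its Supplementary Tables 6 and 8 together list 23 biased TFs above that bound, and Supplementary Fig. S9 shows 22 of them. The remaining one is Gh_D05G1597.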

Other observations

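All tests in this part were chosen after the results were seen, except those of neighbouring pairs, of the chromosome pairs, of TFs by mark and of TF families, and the family sizes in the paper's list were in view when the last was chosen. What each of the excepted tests would show was put in words only after their results were seen. The libraries are all of the same condition, so no biological explanation was tested with a contrast of conditions.

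Higher mean expression of A-subgenome genes may come from genes that are hardly expressed. This could not be tested apart from the outcome, since a bound on FPKM is a bound on the value compared, and 61.4% of A-subgenome and 59.2% of D-subgenome genes pass it. The gap of 0.0712 fell to 0.0043 among genes with mean FPKM of 1 or more. With this bound applied within each library it stayed above 0 in 3 of 3 libraries, at 0.008 ± 0.0023 (SD, n = 3). Of all genes, 17.2% of the D-subgenome genes were at 0 in every library against 15.5% of the A-subgenome genes. Another explanation is that genes without a listed homeolog carry the gap. On A01 and D01, genes with a listed partner had a gap of -0.077 (permutation test over genes, p = 0.244) and genes without one a gap of 0.161 (p = 0.0275). The 1661 pairs of A01 with D01, each A gene set against its own homeolog, had a gap of -0.0605 (sign-flip permutation test, p = 0.0026), with D higher in 3 of 3 libraries. Between genes with and without a partner, the gaps differed by 0.237 (permutation test of this difference, p = 0.0443). Genes without a listed partner made up 21.8% of A01 and 30.3% of D01, but D01 genes paired with other A chromosomes count among them, so the D01 share is too high by these genes. No single chromosome carried the gap, which was 0.0607 or more with each chromosome number left out in turn. The gap cannot be told apart from the first of these explanations, and the one by genes without a partner remains. They overlap, since 37.8% of the genes without a partner on A01 and 33.0% on D01 were expressed, against 66.2% and 67.9% of those with one.

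More pairs were D-biased (265) than A-biased (215), 55.2% of the biased pairs (exact binomial test, p = 0.0252), although A-subgenome genes had the higher mean over all genes. The paper also reports more D-biased than A-biased pairs among all its expressed pairs. For the analysed pairs its table lists 266 and 214, from the same libraries, so this excess is no independent result. D-biased pairs were the more numerous in every setting, but their share varied. It was 59.9% with a minimum mean FPKM of 10, 53.3% without replicate 1 (214 A-biased, 244 D-biased) and 51.6% by adjusted p alone (539 and 574). Apart from the main and the centred setting, these shares were not tested. A uniform shift of the D values against the A values is a possible explanation. With each column centred on its median, 51.4% of the biased pairs were D-biased (exact binomial test, p = 0.583). Centring removes the median lean of D over A and so moves this share toward even by itself, which is why the test cannot separate a uniform shift from an excess of D-biased pairs.

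The comparison of D with A values was set beside other splits of the 6 columns. Of the 4 splits that part the A and D values of all 3 libraries, 1 gave as many as 480 biased pairs, the real one, and the other splits gave 0, with at most 1 pair at an unadjusted p below 0.05. With so few splits a share under 0.05 cannot be reached. The 6 splits that part the values of 1 library and leave those of the others on the same side gave 0 or 1 pairs, with 6 to 97 pairs at an unadjusted p below 0.05. Every split but the real one puts A and D values on the same side, so differences between homeologs widen the spread within a side. Few calls in those splits are therefore built in, and the comparison does not decide how many of the 480 pairs could arise by chance.

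Pairs whose homeologs lie on chromosomes that do not correspond were more often biased. These were pairs of A01 with a D homeolog off D01, and pairs of A02 with one on neither D02 nor D03. The pattern was noticed because 3 of 6 pairs, the 3 with the largest fold change in each direction, were of this kind, and those pairs are part of the test. Of 24 such pairs, 17 were biased (70.8%), 8 towards A and 9 towards D, against 463 of 1975 other pairs (23.4%; Fisher's exact test, p = 1.43e-06). Low expression is unlikely to explain this, since 5.8 biased pairs were expected from pairs of the same expression level (one-sided permutation test within 5 levels, p = 1e-05, the smallest that 100000 permutations can give). Nor does it rest on a single library, with 64.0% or more of such pairs biased when one library was left out. With a minimum mean FPKM of 10 the shares were 53.8% of 13 and 21.1% of 853 pairs (Fisher's exact test, p = 0.0103). A candidate explanation is that some of these pairs join paralogs that were moved or duplicated and not true homeologs, which was not tested because no sequences were compared.

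No clustering of biased pairs along A01 and A02 was detected. There were 57 neighbouring expressed pairs with the same direction of bias, against 57.8 ± 6.69 (mean and SD of 10000 permutations of the classes along each chromosome, p = 0.963). The pairs of A02 divide between D02 (475 expressed pairs) and D03 (301 pairs), and their biased shares did not differ, at 22.3% and 21.3% (Fisher's exact test, p = 0.789). The share on A02/D02 did not differ from the 24.4% on A01/D01 either (Fisher's exact test, p = 0.374). The biased share fell from 32.8% for pairs with FPKM of 1 to 2 in the higher homeolog to 20.9% at 10 to 50 and was 24.0% at 50 or more, a trend that was not tested.

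Of 13 TF families with at least 10 members in the paper's list of biased TFs, GARP-G2-like was split unevenly, with 12 A-biased and 0 D-biased members (Fisher's exact test with Benjamini-Hochberg adjustment over the families, adjusted p = 0.0012, unadjusted p = 9.2e-05). The next family, AP2/ERF-ERF, had 21 A-biased and 15 D-biased members and an adjusted p of 0.644. The split is of the paper's own calls. Of the 12 genes, 2 lie in the analysed pairs of A01 and part of A02 and were A-biased here too. The family sizes in each subgenome, and the calls for the other members' homeologs, were not analysed here.

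Leaf expression of biased TFs was set against the marks that Supplementary Table 6 gives them. Among A-biased TFs, median FPKM was 9.85 for 123 TFs with H3K4me3, 4.20 for 31 with H3K4me3/H3K27me3 and 3.63 for 11 with H3K27me3. Both of the latter groups were lower than the first, by mean log2(FPKM + 1) differences of -0.70 and -1.13 (permutation tests of the rank sum, adjusted p = 0.0203 for each over 2 comparisons). Among D-biased TFs, the medians were 8.33 for 139 TFs with H3K4me3, 2.96 for 38 with H3K4me3/H3K27me3 and 3.95 for 5 with H3K27me3. The difference was -0.80 for H3K4me3/H3K27me3 (permutation test, adjusted p = 0.00178) and -0.33 for H3K27me3, not separated from H3K4me3 (exact rank-sum test, adjusted p = 0.353). TFs listed without a mark had medians of 2.02 among 15 A-biased TFs, below all the A-biased groups with a mark, and 6.11 among 22 D-biased TFs, and were not tested. Whether the A- and D-biased TFs differ in this was not tested.

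The 22 hub TFs of Supplementary Fig. S9 had a median FPKM of 19.95 in leaf. Among the 7 with the most edges in Fig. 4B, the highest was bHLH63 (Gh_D13G0330) at 166 ± 1.52 FPKM (SD, n = 3), followed by WIN1 (Gh_D07G0362) at 49.6 ± 4.30, DREB3 (Gh_D06G0971) at 38.7 ± 4.38, TCP15 (Gh_D13G2530) at 29.3 ± 5.04, PRE6 (Gh_A03G0864) at 25.5 ± 1.72, WOX1 (Gh_A12G2429) at 20.7 ± 1.53 and RF2b (Gh_D10G1862) at 14.9 ± 3.94. The lowest of the 22 was another DREB3 gene, Gh_D09G0781, at 1.15 ± 0.366 FPKM and at 0.945 without replicate 3. SODCP (Gh_A09G2473) stood at 161 ± 22.0 FPKM. The ranking of TFs by FPKM was not tested.

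Of the genes shown in Fig. 1B, Gh_A02G0143 and its homeolog Gh_D02G0182 had FPKM of 9.13 ± 1.72 and 9.82 ± 1.85 (SD, n = 3; adjusted p = 0.668 from limma), and Gh_A02G0149 and Gh_D02G0186 had 7.49 ± 0.960 and 7.27 ± 0.847 (adjusted p = 0.835 from limma). Gh_A02G0147 and Gh_D02G0184 were below FPKM 1, at 0.351 ± 0.200 and 0.615 ± 0.0929, and so was Gh_A02G0145, at 0.569 ± 0.220. Gh_A02G0150 was listed at 0 in 2 libraries and at 0.0547 in replicate 3, and Gh_D02G0187 was listed at 0 in all of them.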
